# Iron-dependent apoptosis causes embryotoxicity in inflamed and obese pregnancy

**DOI:** 10.1038/s41467-021-24333-z

**Published:** 2021-06-29

**Authors:** Allison L. Fisher, Veena Sangkhae, Kamila Balušíková, Nicolaos J. Palaskas, Tomas Ganz, Elizabeta Nemeth

**Keywords:** Apoptosis, Homeostasis, Reproductive biology, Obesity, Acute inflammation

## Abstract

Iron is essential for a healthy pregnancy, and iron supplementation is nearly universally recommended, regardless of maternal iron status. A signal of potential harm is the U-shaped association between maternal ferritin, a marker of iron stores, and risk of adverse pregnancy outcomes. However, ferritin is also induced by inflammation and may overestimate iron stores during inflammation or infection. In this study, we use mouse models to determine whether maternal iron loading, inflammation, or their interaction cause poor pregnancy outcomes. Only maternal exposure to both iron excess and inflammation, but not either condition alone, causes embryo malformations and demise. Maternal iron excess potentiates embryo injury during both LPS-induced acute inflammation and obesity-induced chronic mild inflammation. The adverse interaction depends on TNFα signaling, causes apoptosis of placental and embryo endothelium, and is prevented by anti-TNFα or antioxidant treatment. Our findings raise important questions about the safety of indiscriminate iron supplementation during pregnancy.

## Abstract (web summary)

Iron is essential during pregnancy for embryo and placental development and maternal health. However, in this study using mouse models, the authors demonstrate that excess maternal iron causes adverse embryo outcomes in pregnancies with underlying systemic inflammation.

## Introduction

Iron is an essential micronutrient required by all tissues for metabolic and cellular processes. Iron requirements increase substantially over the course of pregnancy to support growth of the fetus and placenta and for maternal erythropoietic expansion^1^. To meet these demands, both dietary iron absorption and mobilization of iron from stores increase, and this is mediated by a decrease in maternal hepcidin, the iron regulatory peptide hormone produced in the liver^2^.

Severe iron deficiency and associated anemia is detrimental for both mother and fetus^3^ which has led to the policy of universal iron supplementation even without screening for preexisting iron deficiency in most countries, including the United States. In developed countries, most women of reproductive age have adequate iron stores, and less than 25% of pregnant women have mild iron deficiency and anemia^4,5^, prompting considerations of the potential risks of indiscriminate iron supplementation.

Although iron is essential for cell function and viability, excess iron can be toxic. In iron overload conditions, high iron concentrations in plasma exceed the iron-binding capacity of transferrin, and non-transferrin-bound iron (NTBI) appears in circulation, damaging cells and tissues through the generation of reactive oxygen species^6,7^. How elevated transferrin saturation and/or the presence of NTBI in maternal circulation affects placental and fetal tissues is unknown. Pregnancies associated with iron excess include patients with hereditary hemochromatosis or β-thalassemia, the latter having well-documented complications including prematurity, abortion, and intrauterine fetal death^8,9^. However, even normal pregnancies may be exposed to excess iron and NTBI when iron-supplemented^10^, in part because of decreased maternal hepcidin allowing for highly efficient iron absorption. High iron status is associated with gestational diabetes and impaired fetal growth^11–17^. Furthermore, large epidemiological studies show a U-shaped association between maternal ferritin, a marker of iron stores, and risk of adverse outcomes such as low birthweight, stillbirth, preterm birth (<37 weeks), very preterm birth (<32 weeks’ gestation), and neonatal asphyxia^18–25^. However, these harms are not necessarily caused by iron excess as ferritin is also increased by inflammation and may not accurately reflect iron stores in the presence of inflammation or infection.

Maternal systemic inflammation is independently associated with adverse outcomes including increased risk of schizophrenia, autism, and other psychiatric disorders^26,27^. This was observed with acute inflammation during bacterial or viral infectious episodes^28,29^ and in milder chronic conditions such as obesity^30,31^. Animal models that investigated the underlying mechanisms implicated proinflammatory cytokines as a cause of abnormal fetal brain development and autism-associated behaviors in offspring^32–35^. In humans, maternal serum tumor necrosis factor α (TNFα) is elevated in pathologic pregnancies^36^ and in first trimester loss^37^. Moreover, elevated interleukin (IL) 8, TNFα, and C-reactive protein are associated with the risk of schizophrenia in offspring^38–40^.

Since high ferritin is a marker of both high iron and inflammation, it is unclear if adverse birth outcomes associated with high maternal ferritin are caused by high iron, inflammation, or a combination of both, and which pathways mediate injury to the fetus. To address these questions, we developed and examined mouse models of maternal iron excess and systemic inflammation during pregnancy and discovered an adverse synergy: only the presence of both resulted in embryotoxicity. Embryotoxicity was observed in a LPS-induced sepsis model and with diet-induced obesity. The underlying mechanism is dependent on iron-induced oxidative stress sensitizing endothelium in the placenta and embryo to TNFα-mediated apoptosis. These findings are surprising in view of the remarkable resistance of mouse models to tissue injury from massive iron overload induced by dietary or genetic manipulations. Synergistic toxicity of iron and inflammation expands our understanding of the potential effects of iron supplementation not only in pregnant women but also during other inflammatory conditions.

## Results

### Maternal iron overload and systemic inflammation synergize to cause embryotoxicity

To model iron supplementation, C57BL/6 females were fed high-iron diet (2500–5000 ppm carbonyl iron) for 1–3 weeks prior to and during pregnancy (4–6 weeks total). In addition, we used a genetic model of iron excess: C57BL/6 mice deficient in the iron regulatory hormone hepcidin (hepcidin knockout (KO)) which accumulate iron naturally on standard chow (185 ppm iron). Control iron-adequate dams were fed standard chow. Non-pregnant females were age- and diet-matched to pregnant females. In both models of iron loading, pregnant females had higher hepatic iron compared to iron-adequate dams at E15.5 and 18.5 (all *P* < 0.01) (Supplementary Fig. 1a). Serum iron was significantly elevated in hepcidin KOs but not in dietary-loaded wild-type dams which express hepcidin (Supplementary Fig. 1b). Embryos were relatively protected from iron overload on E15.5, but by E18.5, embryo liver iron stores and serum iron were significantly higher in both iron-loading models relative to iron-adequate controls (both *P* < 0.01) (Supplementary Fig. 1c, d). Of note, the severity of embryo liver iron loading was much lower than in the dams. Placenta iron concentration was increased in both iron loading groups at E15.5 and 18.5 but was more pronounced at E18.5 (both *P* < 0.001) (Supplementary Fig. 1e). Iron loading did not alter litter size (Supplementary Fig. 1f).

Acute systemic maternal inflammation was induced by a single subcutaneous injection of LPS on E8.5 or 15.5 in the three group of dams: those on iron-adequate or high-iron diet and hepcidin KOs. Control dams in each group were injected with solvent. After the E8.5 injection, embryo outcome was evaluated on E18.5 (Fig. 1a). Injection of solvent did not cause abnormalities in any groups except we observed embryo loss (fatal subcutaneous hemorrhaging) in a single litter in dietary iron-loaded dams at E18.5 (Fig. 1b–f). Thus, iron loading by itself did not cause severe embryo damage. E8.5 LPS injection in iron-adequate pregnancies caused adverse outcomes in 36% of pregnancies, involving embryo loss (embryo resorption or fatal hemorrhaging) but not embryo malformations (Fig. 1b–f). Remarkably, when dams were both iron-loaded and LPS-injected, we observed a striking synergistic effect: adverse outcomes were observed in 90% of hepcidin KO and dietary iron-loaded dams and involved embryo loss or malformations (both *P* < 0.001) (Fig. 1c), indicating that elevated maternal iron rather than the lack of hepcidin was the pathogenic factor synergizing with inflammation. Similar embryo outcomes observed in wild-type dams fed high iron diet and hepcidin KO dams fed standard diet were indicative that neither diet composition nor potential iron-related changes to maternal microbiome contributed to adverse embryo outcomes. Embryo loss was noted in 73% of dietary iron-loaded pregnancies (*P* = 0.036) and in 80% of hepcidin KO pregnancies (*P* = 0.032) (Fig. 1b, d). Embryo malformations occurred in 67% of dietary iron-loaded embryos (*P* < 0.001) and 33% of hepcidin KO embryos (*P* = 0.033) (Fig. 1b, e). Embryonic malformations most commonly included anencephaly and/or anophthalmia, and less commonly hernia or cleft palate (Fig. 1b, e, f). We observed mild decreases in E18.5 placenta weights after E8.5 LPS treatment in the iron-adequate and hepcidin KO group (Supplementary Fig. 1g). Embryo weights were mildly increased in the iron-adequate group but decreased in the dietary iron loaded group following LPS treatment (Supplementary Fig. 1h). Of note, embryo weights represent healthy and malformed embryos but exclude resorbing embryos in which weights were not accurately obtained.

**Fig. 1:**
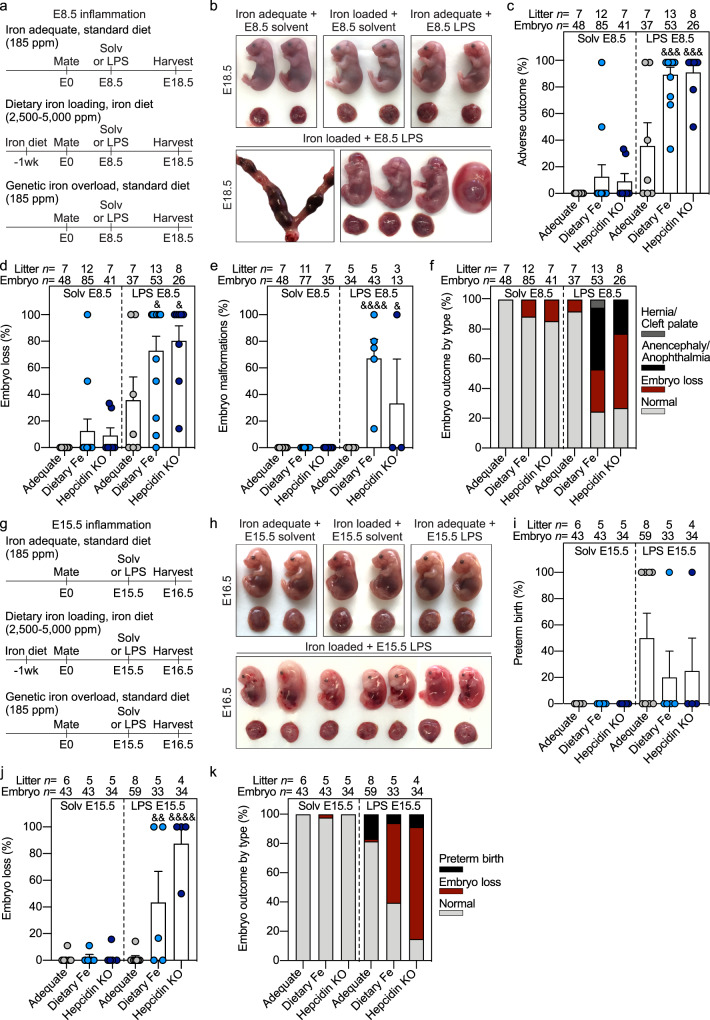
Maternal iron overload and systemic inflammation synergize to cause embryotoxicity. Dietary iron loading was achieved by feeding WT mice a high iron diet (light blue circles, 2500–5000 ppm iron) for 1–3 weeks before mating and during pregnancy. Hepcidin KO dams (dark blue circles), a model of genetic iron loading, were fed standard diet (185 ppm iron). Both dietary and genetic iron loaded pregnancies were compared to iron-adequate pregnancies (WT females fed standard diet, gray circles) under normal conditions and with maternal inflammation. **a** Maternal systemic inflammation was induced on E8.5 by a single subcutaneous injection of 0.5 μg/g LPS in the interscapular area and dams were euthanized on E18.5: **b** embryo gross morphology, **c** incidence of adverse pregnancy outcome, **d** embryo loss and **e** embryo malformation. **f** Incidence of embryo malformation by type. **g** Maternal systemic inflammation was induced on E15.5 by a single subcutaneous injection of 0.5 μg/g LPS for 24 h: **h** embryo gross morphology, **i** incidence of preterm birth and **j** embryo resorption. **k** Incidence of embryo outcome by type. **c**–**e**, **i**, **j** Error bars represent mean ± s.e.m. Statistical differences were determined by two-way ANOVA followed by Holm-Sidak method for multiple comparisons. ^&^*P* < 0.05, ^&&^*P* < 0.01, ^&&&^*P* < 0.001, ^&&&&^*P* < 0.0001. Source data are provided as a Source data file.

Since E8.5 LPS injection caused embryo loss in iron-loaded dams, this limited the availability of embryo tissue for analysis. We thus injected LPS or solvent on E15.5 and analyzed outcomes after 24 h (Fig. 1g). Solvent injections did not cause preterm birth or embryo resorption in any groups, confirming that maternal iron loading by itself does not cause severe damage to embryos. In dams with normal iron status, E15.5 LPS injection caused preterm birth in 50% of dams, but embryos appeared normal with only 2% lethality (Fig. 1h–k). In iron-loaded dams, however, LPS injection induced much higher embryonic lethality: 43% in dietary iron-loaded dams (*P* = 0.003), and 88% in hepcidin KO dams (*P* < 0.001) (Fig. 1g–k). Similar to the E8.5 LPS treatment group, we observed mild decreases in E16.5 placental weights in the iron-adequate and hepcidin KO group after E15.5 LPS treatment (Supplementary Fig. 1i). Collectively, these data show that maternal iron excess, elicited by dietary or genetic means, potentiates the adverse effects of systemic inflammation during pregnancy.

LPS is a component of Gram-negative bacteria but numerous viral and bacterial infections during pregnancy are known to cause adverse outcomes^41,42^. We tested if high maternal iron potentiates adverse outcomes in dams injected with different pathogen-associated molecules (PAMPs). Iron-adequate wild-type and hepcidin KO dams were treated with polyinosinic:polycytidylic acid, lipoteichoic acid, pam3csk4, or flagellin on E15.5, and outcomes were analyzed on E16.5 (Supplementary Table 1). In order to study synergy with iron excess, we chose doses that were lower than those previously reported to trigger preterm birth in iron-adequate mice^43^, but most were sufficient to induce maternal inflammation comparable to the LPS group as measured by liver *Saa1* expression (Supplementary Table 1). However, these PAMPS had no obvious detectable effects on mouse pregnancy compared to the severe outcomes with LPS. We did not observe preterm birth nor adverse embryo outcomes in either iron-adequate or iron-loaded dams, but we did not evaluate subtler or delayed phenotypes such as behavioral deficits, delayed embryo loss or stillbirth at term since the pregnancies did not continue past 24 h of PAMP injection. It is also possible that different PAMPs induce different cytokine profiles. It remains to be determined whether higher PAMP doses or live infections would synergize with iron excess.

To address the underlying mechanisms of adverse synergy observed in the LPS model, we examined if maternal iron loading augments the inflammatory response in the dam, placenta, and embryo. Multiplex analysis of 32 cytokines in maternal serum showed that although 24 cytokines were induced by LPS within 6 h, the induction was similar between iron-adequate and iron-loaded dams (either dietary-loaded or hepcidin KOs), including TNFα, IL6, IL1β, and IL10 (Supplementary Fig. 2a–d). In the placenta, *Tnf* and *Il6* expression increased 6 h after LPS independently of iron status (Supplementary Fig. 2e, f). To obtain enough volume for embryo serum cytokine analysis, a separate cohort of iron-adequate and iron-loaded dams were injected with LPS on E17.5 for 6 h and embryo serum was pooled from each litter. Out of 32 cytokines measured, only IL6 and GCSF (Supplementary Fig. 2g, h) increased in embryo serum but this was independent of maternal iron status. We did not detect any increases in embryo serum TNFα, IL1β, or IL10 (Supplementary Fig. 2i–k). LPS was undetectable in embryo serum after subcutaneous injection in the dam on E17.5 (Supplementary Fig. 3a), suggesting that at least for the E15.5 time point, LPS likely did not cross the placenta to directly cause embryotoxicity.

Collectively, our data show that LPS injection induces acute, transient inflammation that is primarily restricted to the dam and placenta and is independent of maternal iron status. Thus, differential activation of maternal inflammatory pathways is not responsible for the synergistic effects observed with maternal iron excess and systemic inflammation.

We next measured maternal progesterone, as premature progesterone withdrawal triggers preterm birth in mice^44^. LPS treatment induced progesterone withdrawal within 6 h regardless of iron status (Supplementary Fig. 3b), consistent with the incidence of preterm birth observed in Fig. 1i. Additionally, since high iron is associated with oxidative stress, we measured malondialdehyde (MDA) in maternal serum. There was no difference in MDA between iron-adequate and iron-loaded groups at baseline or 6 h after LPS. MDA was elevated in iron-loaded dams 24 h after LPS treatment (Supplementary Fig. 3c), suggesting that the increase in MDA is not a causative factor leading to embryo demise but rather a consequence of embryo resorption. These data suggest that neither maternal progesterone changes nor maternal systemic oxidative stress are responsible for the adverse synergy between iron excess and inflammation.

### Adverse synergy between maternal iron excess and inflammation targets placental and embryo endothelium to cause its apoptosis

We performed a screen of activated cell death pathways in placentas and embryo tissues. No iron-dependent difference was observed in protein levels of pyroptotic markers IL1β or cleaved caspase-1, mRNA for the NLRP3 component of inflammasome, lipid peroxidation marker MDA, or putative ferroptosis marker *Ptgs2* (Supplementary Fig. 3d–k). To assess oxidative stress, we measured expression of the NRF2 target gene *Nqo1*, as a marker of antioxidant pathway activation. *Nqo1* expression in embryo liver did not differ between iron-adequate and loaded groups (Supplementary Fig. 3l). In whole placentas, *Nqo1* was moderately increased in the iron-loaded group 6 and 24 h after LPS treatment (both *P* < 0.001) (Supplementary Fig. 3m). Similarly, *Hmox1* was moderately increased at baseline (*P* = 0.026) and 24 h after LPS treatment (*P* < 0.001) (Supplementary Fig. 3n), suggesting that iron loading and inflammation synergize to induce placental oxidative stress.

To examine apoptosis, we measured cleaved caspase-3, a canonical marker of programmed cell death. Placental cleaved caspase-3 was not increased after 6 h (Supplementary Fig. 3o), however, 24 h after maternal LPS injection, cleaved caspase-3 increased in placenta and embryo liver in iron-loaded, inflamed pregnancies (Fig. 2a, b). TUNEL staining of placental sections confirmed increased cell death in the labyrinth layer only when the dam was both iron-loaded and LPS-injected (Fig. 2c), with a distribution pattern suggesting endothelial cell death. Co-staining of placental and whole embryo sections for cleaved caspase-3 and endothelial marker CD31 demonstrated colocalization of the two proteins in the placenta, embryo lung, heart, liver, and umbilical cord only in iron-loaded, inflamed pregnancy (Fig. 2d, Supplementary Fig. 4a), indicating that the adverse synergy targets the placental and embryo endothelial cells and causes their apoptosis. In some embryos, however, we observed widespread apoptosis in organs, and thus cannot exclude the possibility that cell types other than endothelial cells are also susceptible to the adverse interaction between iron and inflammation.

**Fig. 2:**
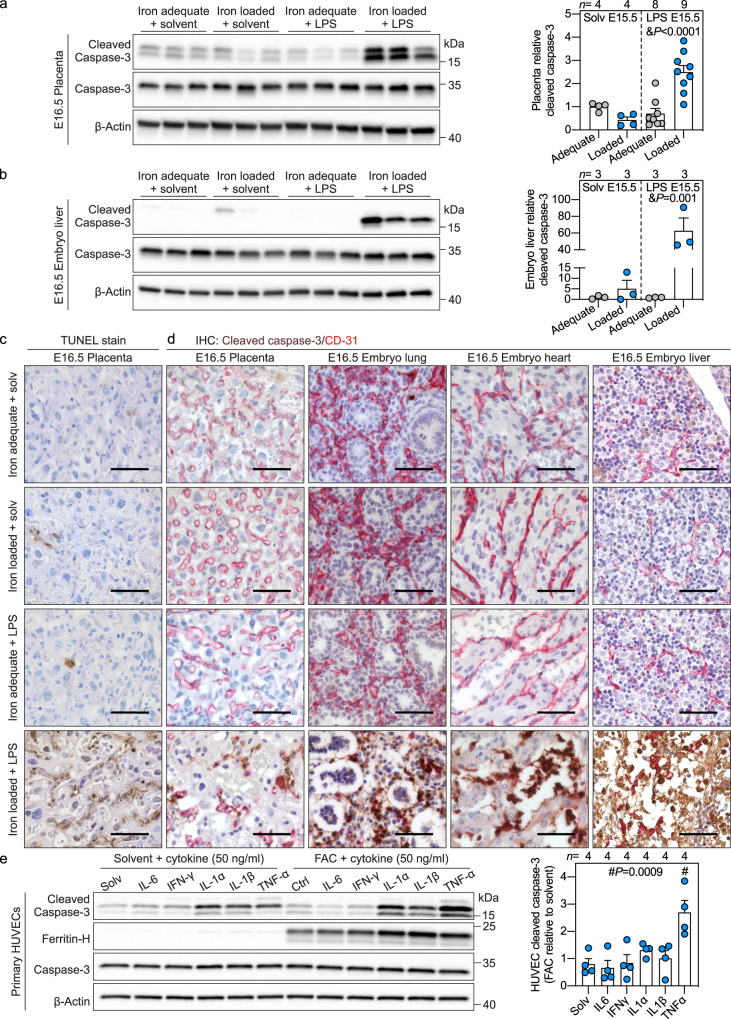
Adverse synergy between maternal iron excess and inflammation targets placental and embryo endothelium to cause its apoptosis. **a**–**d** Maternal systemic inflammation was induced in iron-adequate (gray circles) and iron-loaded (blue circles) dams on E15.5 by a single subcutaneous injection of 0.5 μg/g LPS for 24 h. Western blot (left) and quantitation (right) of **a** whole placenta and **b** embryo liver for apoptotic marker cleaved caspase-3 normalized to β-actin (*n* = 3-9/group). **c** TUNEL stain of placental sections. Representative images of *n* = 3 sections/group. **d** Immunohistochemistry for cleaved caspase-3 (brown) and endothelial marker CD31 (red) in paraffin-embedded placenta (*n* = 3), embryo lung (*n* = 5), heart (*n* = 5), and liver (*n* = 5) sections. Scale bar= 50 μm. **a**–**d** Embryo and placentas were randomly selected for analysis. **e** Primary HUVECs were treated with 100 μM ferric ammonium citrate (FAC) for 24 h prior to being stimulated with IL6, IFNγ, IL1α, IL1β, or TNFα (all 50 ng/ml) in solvent or FAC-supplemented media for 16 h. Western blot (left) and quantitation (right) for cleaved caspase-3 normalized to β-actin, representative image of *n* = 4 independent experiments. Ferritin-H is a marker of cellular iron loading. **a**, **b**, **e** Error bars represent mean ± s.e.m. Statistical differences were determined by two-way ANOVA (denoted by &) or one-way ANOVA (denoted by #) followed by Holm-Sidak method for multiple comparisons. *P*-values are indicated in each figure panel. Source data are provided as a Source data file.

To identify the mechanisms leading to endothelial apoptosis, we used human umbilical vein endothelial cells (HUVEC), primary fetal endothelial cells from the umbilical cord, a tissue that was affected by endothelial apoptosis in the mouse model. HUVECs were treated with ferric ammonium citrate (FAC) to induce iron loading (confirmed by ferritin immunoblotting), then stimulated with cytokines IL6, IFNγ, IL1α, IL1β, and TNFα (Fig. 2e). All of these except IL1α were elevated in maternal circulation 6 h after LPS treatment, independently of the dam iron status. In HUVECs, IL6 and IFNγ did not induce cleaved caspase-3 in either solvent or iron-treated cells, whereas IL1α and IL1β did induce cleaved caspase-3 but similarly in solvent or iron-treated groups. Only the induction of cleaved caspase-3 by TNFα was strongly potentiated by iron loading (*P* < 0.001, Fig. 2e). Direct LPS treatment did not induce HUVEC cleaved caspase-3 (Supplementary Fig. 4b). The specificity of the interaction between iron and TNFα was demonstrated by treating HUVECs with other metals. Only iron but not copper or zinc potentiated TNFα induction of cleaved caspase-3 (Supplementary Fig. 4c). Furthermore, co-treating HUVECs with FAC and iron chelator deferoxamine prevented TNFα-mediated apoptosis (Supplementary Fig. 4d). Time course of apoptosis in solvent and FAC-treated HUVECs indicated that cleaved caspase-3 expression was potentiated in iron-laden cells as early as 6 h after TNFα treatment (*P* < 0.0001) (Supplementary Fig. 4e).

Collectively, our data show that iron accumulation sensitizes endothelial cells to TNFα-induced cell death.

### Synergistic toxicity of iron and inflammation is mediated by maternal TNFα

Pathways leading to apoptosis are categorized into the extrinsic or death receptor pathway, and the intrinsic or mitochondrial pathway^45^, but both lead to caspase-3 cleavage. We did not detect any iron-dependent differences in cleaved caspase-9 or mitochondrial oxidative phosphorylation complexes in HUVECs treated with FAC and TNFα, or in placenta lysates from the iron-loaded, inflamed group (Supplementary Fig. 5a, b), further suggesting that iron excess alters the extrinsic apoptotic pathway.

We examined the contribution of TNFα in mediating embryo demise in vivo by treating pregnant iron-loaded hepcidin KO dams with TNFα-neutralizing antibody or control IgG antibody targeting trinitrophenol, prior to E15.5 LPS treatment (Fig. 3a). Importantly, in contrast to the control IgG group where LPS caused a high rate of embryo resorption, neutralizing TNFα nearly completely prevented embryo resorption and demise (*P* = 0.002, Fig. 3b). The specificity of TNFα-neutralizing antibody was confirmed in HUVECs: in iron-loaded cells, treatment with TNFα-neutralizing antibody prevented cleaved caspase-3 induction by TNFα but not IL1α or IL1β (Supplementary Fig. 6a). In pregnant hepcidin KO mice, neutralizing TNFα in maternal circulation had no effect on LPS-induced hepatic expression of serum amyloid A1 (*Saa-1*), *Il6*, *Cxcl2*, *Ccl2*, or *Il1b*, but reduced *Cxcl9* expression (Fig. 3c–e, Supplementary Fig. 6b–d). This suggests that except for *Cxcl9*, the tested biomarkers are largely independent of TNFα. Thus, anti-TNFα therapy improved embryo outcomes despite the presence of systemic maternal inflammation from TNFα-independent cytokines. Placentas from dams treated with anti-TNFα therapy had lower expression of *Tnf*, *Il6*, *Il1b*, and *Cxcl9* (all *P* < 0.01) (Fig. 3f–i), showing that anti-TNFα therapy attenuates placental inflammation. Importantly, neutralizing TNFα prevented placenta and embryo apoptosis as reflected by reduced caspase-3 cleavage in placentas (*P* = 0.009) and embryo livers (*P* = 0.029), and decreased TUNEL staining in placental sections (Fig. 3j–l). Co-staining shows that anti-TNFα prevented apoptosis of endothelial cells in the placenta, embryo heart, lung, and liver (Fig. 3m). These data confirm that maternal TNFα is the pathogenic factor causing endothelial apoptosis and embryo demise. Of note, we have not formally tested the role of TNFα-mediated apoptosis after E8.5 LPS injection, and it remains to be determined whether the same underlying mechanism leads to embryo demise even at this early time-point, when placenta is not fully formed and vascularized.

**Fig. 3:**
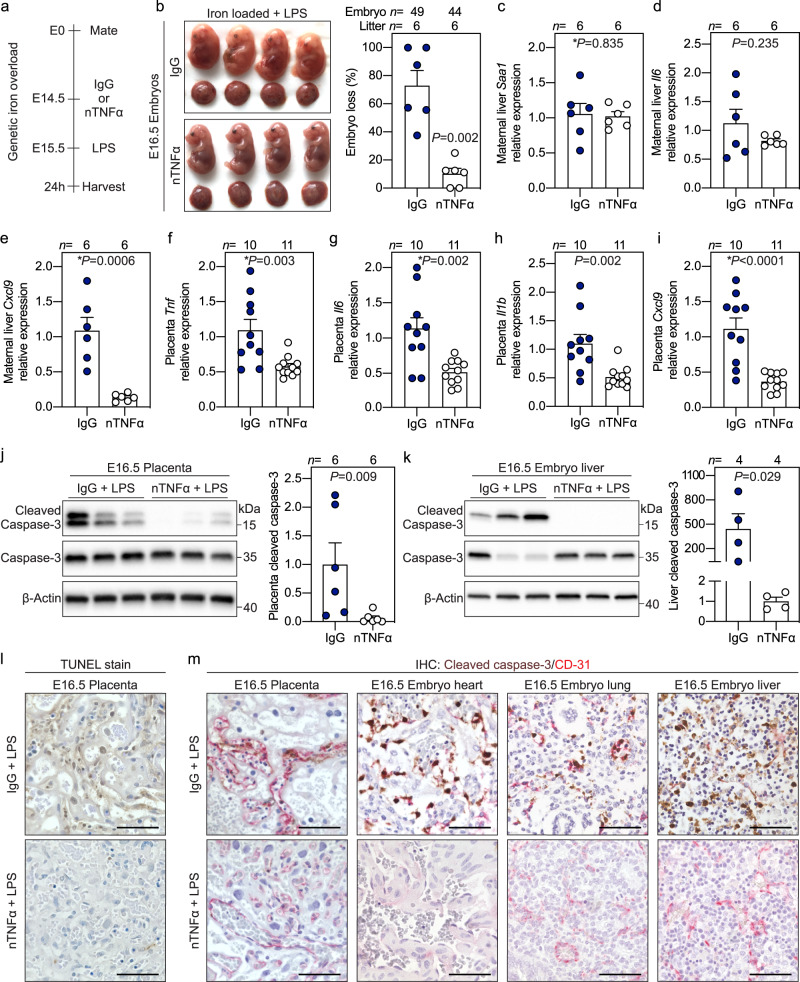
Synergistic toxicity of iron and inflammation is mediated by maternal TNFα. **a** Iron-loaded hepcidin KO dams were treated intravenously via the retroorbital sinus with 500 μg neutralizing TNFα antibody (nTNFα, white circles) or isotype control IgG (IgG, blue circles) neutralizing trinitrophenol 15 h prior to subcutaneous injection of LPS (0.5 μg/g) on E15.5 for 24 h. **b** Gross morphology and incidence of resorbing embryos. **c**–**e** Maternal liver expression of inflammatory markers *Saa1*, *Il6*, and *Cxcl9* normalized to *Hprt*. **f**–**i** Placental mRNA expression of inflammatory markers *Tnf*, *Il6*, *Il1b*, and *Cxcl9* normalized to *Rpl4*. **j**, **k** Western blots and quantitation of whole placenta or embryo liver lysates for cleaved caspase-3 expression normalized to β-actin. **l** TUNEL stain of placental sections. **m** Immunohistochemistry for cleaved caspase-3 (brown) and CD31 (red) in paraffin-embedded placenta, embryo heart, lung, and liver. **l**, **m** Representative images of *n* = 3 sections/group. Scale bar = 50 μm. **f**–**m** Embryo and placentas were randomly selected for analysis. **c**–**k** Error bars represent mean ± s.e.m. Statistical differences between groups were determined by two-tailed Mann–Whitney *U* or two-tailed Student’s *t*-test (denoted by *). *P*-values are indicated in each figure panel. Source data are provided as a Source data file.

### Maternal iron loading promotes oxidative stress in placental endothelial cells

To determine why endothelial cells from iron-loaded pregnancies are more susceptible to inflammation-induced apoptosis, we performed RNA-Seq of isolated placental endothelial cells from iron-adequate wild-type and iron-loaded hepcidin KO dams 6 h after solvent or LPS injection (Fig. 4a). 

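Each library held the RNA of CD31-bound cells from 5 pooled placentas of 1 dam, and the 16 libraries came from 4 dams in each of 4 groups: wild-type dams given solvent, hepcidin KO dams given solvent, wild-type dams given LPS and hepcidin KO dams given LPS. Dams were treated on E15.5, and LPS was given at 0.5 µg/g for 6 h. Hepcidin, the hormone encoded by *Hamp*, restrains the release of iron into plasma, so dams that lack it accumulate iron. The bound cells held too little *Hamp* mRNA to check the genotype labels. There were 0 to 2 counts per library in solvent wild-type dams, 0 to 3 in solvent hepcidin KO dams, 3 to 5 in LPS wild-type dams and 0 to 1 in LPS hepcidin KO dams. The authors mapped 50-base single reads with STAR and assigned them to genes with Partek E/M, which divides a read among the genes it fits. Of the deposited expected counts, 54.2% are therefore not whole numbers, and these were rounded. Libraries held 31819179 to 45571544 counts in total. The medians were 35478881 in solvent wild-type dams, 36049242 in solvent hepcidin KO dams, 37904120 in LPS wild-type dams and 36877414 in LPS hepcidin KO dams. Of the 28601 genes in the files, 19828 had enough counts to be tested with edgeR's quasi-likelihood test after TMM normalization, with 1 mean per group and 1 estimate of the spread from all 16 libraries. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05. In simulated counts for hepcidin KO against wild-type dams after solvent, some of 19460 genes were changed. The changed genes were drawn only from those with higher counts, and each gene varied independently of the others. The test found 21.2% of the genes changed by 0.5 on the log2 scale, 74.6% of those changed by 1 and 94.0% of those changed by 2. These shares leave out genes with low counts and variation between dams that many genes share. Groups of genes were read from 47 gene lists (pathways, cell type markers and signs of cell quality) that were written by hand before the data were examined, together with the rule for which genes are named. The lists stand for the pathways of Fig. 4d, e by theme, since the gene sets of the pathway software are not among the files. Each list was tested with camera at a preset correlation of 0.01 between genes, and its adjusted p over the 47 lists is given beside the adjusted p with an estimated correlation.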

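Endothelial transcripts were among the most abundant in the CD31-bound cells. *Pecam1*, which encodes CD31 and lies on chromosome 11 of mm10 from 106654217 to 106750628, averaged 2510 ± 323 CPM (SD, n = 16 dams), between 1930 and 3190 CPM in single libraries. *Cdh5*, which encodes the adhesion protein VE-cadherin, averaged 2680 ± 354 CPM (SD, n = 16), and by mean CPM these genes ranked 24 and 21 among the genes tested. The 26 endothelial markers had a median of 520 CPM. Markers of blood cells that can also carry CD31 were lower: the medians were 27.0 CPM for macrophages, 21.5 CPM for platelets and megakaryocytes, 11.3 CPM for B cells, 4.70 CPM for T and NK cells and 4.30 CPM for neutrophils. Transcripts of other placental cells were present too, with medians of 117 CPM for the junctional zone and giant trophoblast, 116 CPM for yolk sac endoderm and 73.9 CPM for pericytes, smooth muscle and fibroblasts. The most abundant gene of each of these lists reached the level of *Pecam1*: *Tpbpa*, a marker of spongiotrophoblast, averaged 2660 CPM, *Afp*, made by yolk sac endoderm, 5840 CPM, and *Dlk1* 4270 CPM. *Dlk1* stood far above the other genes in the list of pericytes, smooth muscle and fibroblasts, where *Col1a1* was next at 572 CPM, so its level alone does not measure these cells. Between the genotypes, *Pecam1* differed by a log2 fold change of -0.13 after solvent (hepcidin KO against wild-type, standard error 0.13, adjusted p = 0.782 from edgeR). The mean log2 CPM of the endothelial markers was 9.14 ± 0.139 in solvent wild-type, 8.95 ± 0.198 in solvent hepcidin KO, 9.23 ± 0.194 in LPS wild-type and 9.13 ± 0.0887 in LPS hepcidin KO dams (SD, n = 4 dams each). Exact two-sided permutation tests of these means between genotypes gave p = 0.171 after solvent and p = 0.429 after LPS, where 0.0286 is the smallest p possible. The unbound cells of Fig. 4b were not sequenced, so the libraries give levels and no enrichment.

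**Figure D1:**
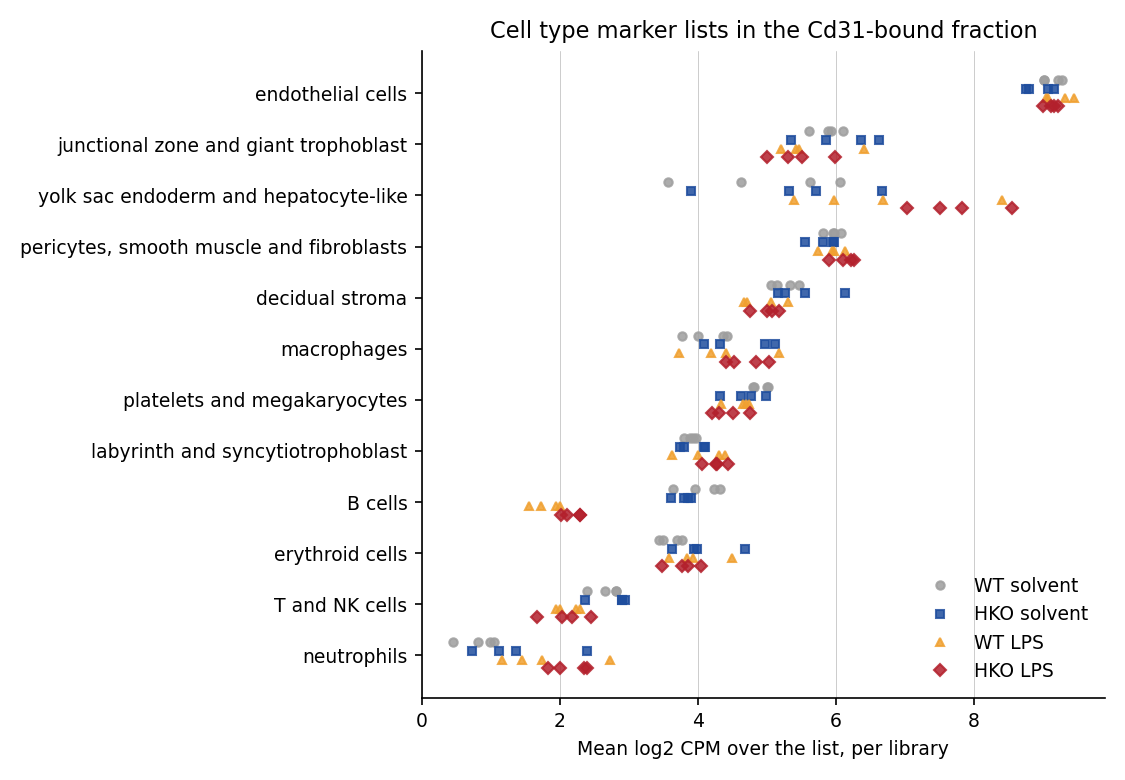
Mean log2 CPM of 12 cell type marker lists in each of the 16 libraries; each point is 1 dam, coloured by group. The endothelial markers lie highest in every group, at group means of 8.95 to 9.23, and the B cell markers lie lower in both LPS groups.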

Isolation of endothelial cells was confirmed by 80-fold enrichment of *Cd31* mRNA (*P* < 0.0001) (Fig. 4b). 

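*Tfrc* encodes the transferrin receptor, which imports iron and whose mRNA is degraded when cells are rich in iron. After solvent, the CD31-bound cells held 15.5 ± 3.46 CPM of *Tfrc* in hepcidin KO dams and 13.7 ± 3.04 CPM in wild-type dams (SD, n = 4 dams each), a log2 fold change of 0.18 (standard error 0.26, adjusted p = 0.855 from edgeR). After LPS, *Tfrc* was at 15.1 ± 3.94 CPM in hepcidin KO dams and 24.7 ± 8.38 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of -0.71 (standard error 0.26, unadjusted p = 0.0165 and adjusted p = 0.926 from edgeR). Averaged over both treatments, the log2 fold change was -0.27 (standard error 0.19, unadjusted p = 0.174 and adjusted p = 0.768 from edgeR), so *Tfrc* did not pass the test over all genes in any of these comparisons. Exact two-sided permutation tests on log2 CPM gave p = 0.457 after solvent and p = 0.0857 after LPS (4 dams against 4) and p = 0.314 over both treatments (8 dams against 8, smallest p possible 0.000408). As a ratio to *Rpl4*, the reference gene of Fig. 4c, *Tfrc* differed by -0.17 on the log2 scale over both treatments (exact permutation test, p = 0.486). Without LPS wild-type dam 4, which had the lowest *Tfrc* of its group, the difference over both treatments was -0.38 (unadjusted p = 0.0195 from edgeR). With the level of macrophage and neutrophil markers as a covariate it was 0.0075 (unadjusted p = 0.969 from edgeR). In the paper's source data for Fig. 4c, which are RT-qPCR values of 8 dams per genotype, the ratio of hepcidin KO to wild-type is 0.702, or -0.51 on the log2 scale (exact permutation test on these values, p = 0.0124). The source data do not say whether these are the sequenced dams. *Tfrc* lies on chromosome 16 of mm10 from 32608920 to 32632794.

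**Figure D2:**
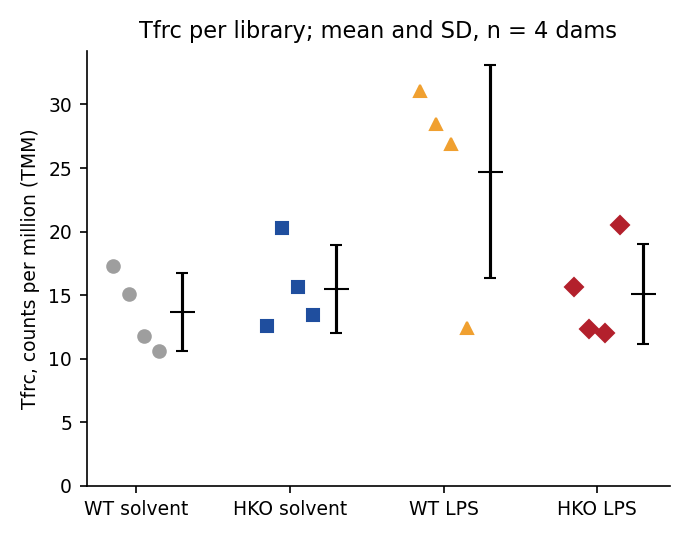
*Tfrc* in CPM in the 16 libraries; each point is 1 dam, and lines give the mean and SD of n = 4 dams per group. The group means are 13.7 (solvent wild-type), 15.5 (solvent hepcidin KO), 24.7 (LPS wild-type) and 15.1 CPM (LPS hepcidin KO).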

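Other genes of iron handling lay higher in hepcidin KO dams after solvent. *Ncoa4*, the receptor that delivers ferritin to lysosomes, was at 87.1 ± 6.36 CPM in hepcidin KO and 66.0 ± 5.23 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of 0.40 (standard error 0.12, adjusted p = 0.371 from edgeR). *Ireb2*, which encodes iron regulatory protein 2, had a log2 fold change of 0.30 (standard error 0.09, adjusted p = 0.396), *Cp*, the ferroxidase ceruloplasmin, of 0.33 (standard error 0.12, adjusted p = 0.447) and *Pcbp1*, an iron chaperone, of -0.20 (standard error 0.06, adjusted p = 0.396). Of 31 tested genes of iron uptake, storage and export, 23 had a positive and 8 a negative fold change, with a median of 0.20, and none passed the test, also when adjusted over the list alone. As a group they lay higher than other genes (camera adjusted p = 0.00181; adjusted p = 0.523 with an estimated correlation). Transcripts of the mitochondrial genome lay higher in the same libraries, and with their share of counts as a covariate the list had an adjusted p of 0.0527. After LPS, 20 of the 31 genes had a positive fold change, with a median of 0.11 (camera adjusted p = 0.084), and the list passed without LPS wild-type dam 1 (adjusted p = 0.00549) or 3 (adjusted p = 0.0295). Without the 4 libraries of largest mitochondrial share, a fit that leaves 1 solvent hepcidin KO library, the list passed after LPS and no longer after solvent.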

Placental endothelial cells from hepcidin KO compared to wild-type dams had lower expression of iron-importer transferrin receptor (*Tfrc*, *P* = 0.014), indicative of cellular iron loading (Fig. 4c). Ingenuity pathway analysis of differentially expressed genes showed upregulation of reactive oxygen species and canonical inflammatory signaling pathways in endothelial cells from hepcidin KO dams compared to wild-type dams (Fig. 4d). 

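After solvent, inflammatory genes lay higher in the CD31-bound cells of hepcidin KO dams, though no single inflammatory gene passed the test. *Cxcl10*, a chemokine induced by interferon, was at 27.2 ± 13.2 CPM in hepcidin KO and 10.7 ± 2.84 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of 1.34 (standard error 0.33, adjusted p = 0.298 from edgeR). *Ccl2*, which attracts monocytes, had a log2 fold change of 1.50 (standard error 0.46, adjusted p = 0.39), and *Saa3*, an acute phase protein, of 2.38 (standard error 0.56, adjusted p = 0.266). *Tlr7*, an endosomal receptor for RNA, had a log2 fold change of 1.00 (standard error 0.35, adjusted p = 0.433), and *Cd14*, a co-receptor for LPS, of 0.81 (standard error 0.32, adjusted p = 0.473). *Tnf* differed by 0.53 (standard error 0.43, adjusted p = 0.755) and *Il6* by -0.42 (standard error 0.36, adjusted p = 0.765). Of 29 pattern recognition receptors, 24 had a positive fold change (median 0.57, camera adjusted p = 4.05e-05), as had 35 of 41 interferon-stimulated genes (median 0.24, camera adjusted p = 2.46e-07). The same held for 24 of 36 cytokines and chemokines (median 0.33, camera adjusted p = 0.00425) and 18 of 25 acute phase genes (median 0.24, camera adjusted p = 0.00482). Toll-like receptor signaling had 21 of 30 genes positive (median 0.09, camera adjusted p = 0.00482) and the NF-κB targets 22 of 40 (median 0.01, camera adjusted p = 0.0348). With an estimated correlation none of these lists passed: the adjusted p was 0.686 for the NF-κB list and 0.523 for each of the others. When adjusted over the list alone, *Cxcl10* passed in the lists of NF-κB targets and interferon-stimulated genes, *Saa3* in the acute phase list. *Cxcl10* and *Ccl12*, a related chemokine, passed among the cytokines and chemokines. Genes of TREM1 signaling (15 of 23 positive, median 0.22, camera adjusted p = 0.252) and of p38 MAPK signaling (19 of 30 positive, median 0.09, camera adjusted p = 0.157) did not pass. The TREM1 list passed as higher without solvent hepcidin KO dam 4 (adjusted p = 0.014) or with yolk sac markers as a covariate (adjusted p = 0.0495), and as lower with macrophage and neutrophil markers as a covariate (median -0.22, adjusted p = 0.00509).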

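Markers of macrophages and neutrophils also lay higher in hepcidin KO dams after solvent. *Fcgr1*, a macrophage receptor for antibodies, had a log2 fold change of 1.39 (standard error 0.40, adjusted p = 0.361 from edgeR). *Mrc1*, the mannose receptor of tissue macrophages, had one of 0.56 (standard error 0.18, adjusted p = 0.403) and *Stfa1*, a stefin of neutrophils, one of 1.72 (standard error 0.51, adjusted p = 0.371). Of 22 macrophage markers, 19 had a positive fold change, with a median of 0.65 (camera adjusted p = 2.46e-07). Of 22 neutrophil markers also 19 did, with a median of 0.88 (camera adjusted p = 0.000137). Neither list passed with an estimated correlation (adjusted p = 0.523 for each), and no marker passed when adjusted over the list alone. By dam, the mean log2 CPM of the macrophage markers was 4.63 ± 0.498 in hepcidin KO and 4.14 ± 0.306 in wild-type dams (SD, n = 4 each; exact permutation test, p = 0.2). That of the neutrophil markers was 1.40 ± 0.711 and 0.821 ± 0.268 (exact permutation test, p = 0.171). With the level of macrophage and neutrophil markers as a covariate, the lists of pattern recognition receptors, Toll-like receptor signaling, cytokines, acute phase genes, NF-κB targets and NADPH oxidase had adjusted p values between 0.148 and 0.869, and the interferon-stimulated genes 0.161. Single libraries also ended calls: without solvent wild-type dam 2, the adjusted p was 0.126 for cytokines, 0.19 for acute phase genes and 0.19 for NF-κB targets. Without solvent wild-type dam 3 it was 0.0564 for NF-κB targets. Without solvent hepcidin KO dam 1 it was 0.182 for interferon-stimulated genes, 0.0993 for Toll-like receptor signaling and 0.0838 for NF-κB targets. Without solvent hepcidin KO dam 3 it was 0.159 for cytokines, 0.551 for NF-κB targets and 0.147 for neutrophil markers. Immediate early genes, which dissociating a tissue can induce, were positive in 20 of 30 (median 0.07, camera adjusted p = 0.0217, and adjusted p = 0.586 with an estimated correlation), with 1 higher when adjusted over the list alone. This call was lost without solvent wild-type dam 2 (adjusted p = 0.378) or solvent hepcidin KO dam 1 (adjusted p = 0.645) and with macrophage and neutrophil markers (adjusted p = 0.869) or yolk sac markers (adjusted p = 0.0678) as a covariate, and without genes near *Hamp* (adjusted p = 0.0876).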

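Genes of the oxidative stress response lay slightly higher in hepcidin KO dams after solvent. *Blvrb*, biliverdin reductase B of heme breakdown, was at 21.5 ± 2.67 CPM in hepcidin KO and 13.1 ± 1.71 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of 0.72 (standard error 0.16, adjusted p = 0.259 from edgeR). *Slc7a11*, which imports cystine for glutathione synthesis, had a log2 fold change of 0.96 (standard error 0.35, adjusted p = 0.442). *Hmox1*, heme oxygenase 1, differed by 0.51 (standard error 0.23, adjusted p = 0.539) and *Nqo1*, a quinone reductase, by -0.20 (standard error 0.18, adjusted p = 0.773). *Hmox1* varied between the hepcidin KO dams, at 200.1 ± 92.5 CPM, more than between wild-type dams, at 140.3 ± 10.7 CPM (SD, n = 4 each). Of 36 NRF2 target genes, 24 had a positive fold change, with a median of 0.11 (camera adjusted p = 0.00482; adjusted p = 0.523 with an estimated correlation). None of them passed over all genes, and 1, *Blvrb*, passed when adjusted over the list alone. Of 20 genes of NADPH oxidase and nitric oxide synthesis, 16 had a positive fold change, with a median of 0.21 (camera adjusted p = 0.0314; adjusted p = 0.523 with an estimated correlation), and none passed over all genes. When adjusted over that list alone, *Rap1a*, a GTPase that regulates NADPH oxidase, was higher (log2 fold change 0.39, standard error 0.10, adjusted p over all genes = 0.334) and *Nos3*, endothelial nitric oxide synthase, was lower (-0.34, standard error 0.10, adjusted p over all genes = 0.359). *Blvrb* lies on chromosome 7, from 27447978 to 27466144, within 15 Mb of *Hamp*. The NRF2 list had an adjusted p of 0.058 without solvent hepcidin KO dam 3 and of 0.17 with the mitochondrial share of counts as a covariate. The NADPH oxidase list had an adjusted p of 0.0577 without solvent wild-type dam 1, 0.0683 without solvent wild-type dam 2, 0.0516 without solvent hepcidin KO dam 1 and 0.564 without solvent hepcidin KO dam 3. Without the latter and LPS wild-type dam 4 together it was 0.593. Both lists also lost their call without the 4 libraries of largest mitochondrial share, which leaves 1 solvent hepcidin KO library.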

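Transcripts of the mitochondrial genome lay higher, and those of ribosomal proteins and endothelial markers lower, in hepcidin KO dams after solvent. *mt-Co3*, a subunit of cytochrome oxidase, was at 2774 ± 824 CPM in hepcidin KO and 1634 ± 283 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of 0.76 (standard error 0.22, adjusted p = 0.359 from edgeR). All 13 mitochondrially encoded genes tested had a positive fold change, with a median of 0.73 (camera adjusted p = 7.87e-16), and 12 were higher when adjusted over the list alone. They took 2.72% to 5.98% of the counts in single hepcidin KO libraries and 2.73% to 3.50% in wild-type libraries after solvent. *Rpl37*, a protein of the large ribosomal subunit, had a log2 fold change of -0.51 (standard error 0.13, adjusted p = 0.317). Of 82 cytosolic ribosomal protein genes, 70 had a negative fold change, with a median of -0.17 (camera adjusted p = 7.87e-16), and 12 were lower when adjusted over the list alone. Of 26 endothelial markers, 25 had a negative fold change, with a median of -0.15 (camera adjusted p = 1.47e-06). So had 31 of 37 genes of VEGF and angiogenesis signaling, with a median of -0.14 (camera adjusted p = 0.000408). None of these genes passed over all genes, and each of the 4 lists had an adjusted p = 0.523 with an estimated correlation. With the mitochondrial share of counts as a covariate, the endothelial list had an adjusted p of 0.0601 and the VEGF list of 0.368. Without the 4 libraries of largest mitochondrial share the medians were -0.13 (mitochondrially encoded genes), 0.0077 (endothelial) and 0.017 (VEGF). That fit leaves 1 solvent hepcidin KO library, and the ribosomal list stayed lower in it. Camera at the preset correlation also called markers of decidual stroma, erythroid cells and yolk sac endoderm higher, and those of B cells and platelets lower. Each of these calls but that of B cells was lost without some single library.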

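The genes that did pass the test between hepcidin KO and wild-type dams after solvent were 12, of which 8 were higher and 4 lower. Of these, 10 lie within 15 Mb of *Hamp*, at 30942368 to 30944032 on chromosome 7 of mm10. *Psg20*, a pregnancy-specific glycoprotein (7, 18674107 to 18686185), rose from 0.383 ± 0.208 to 42.0 ± 27.9 CPM (SD, n = 4 dams each), a log2 fold change of 6.78 (standard error 0.78, adjusted p = 0.00335 from edgeR). *Spred3*, an inhibitor of Ras signaling (7, 29158829 to 29170411), fell from 17.4 ± 1.04 to 9.74 ± 0.687 CPM, a log2 fold change of -0.84 (standard error 0.11, adjusted p = 0.00491). *Alkbh6*, a relative of the AlkB dioxygenases, had a log2 fold change of -0.53 (standard error 0.08, adjusted p = 0.013). *Gm9519*, an unprocessed pseudogene, was at 43.1 CPM in hepcidin KO and 0.0778 CPM in wild-type dams (adjusted p = 0.00291). *Gm44561*, *Gm45104*, *Gm44566*, *Ceacam2*, a cell adhesion protein, and *Fcgbp*, a mucus protein, were also higher, and *Fam98c* lower. The other 2 genes, *Gmfg-ps* on chromosome 6 (log2 fold change 0.72) and *Gm12435* on chromosome 4 (log2 fold change -1.07), are near copies of *Gmfg*, which lies on chromosome 7, and of *Hnrnpf*. Of their 50-base stretches, 68.8% and 80.4% are shared with these genes. Reads of 50 bases can also be shared within the *Psg* and *Ceacam* families, since 79.0% of the 50-base stretches of *Psg20* and 53.0% of those of *Ceacam2* occur only in that gene, against 97.5% for *Spred3*. After LPS, 5 genes passed, *Gm9519*, *Psg20*, *Gm44561*, *Ceacam2* and *Spred3*, in the same directions as after solvent. The paper does not give the genotype of the sires, so that of the fetal cells in the placenta is not known. The predicted genes, *Ceacam2* and *Fcgbp* fall outside the rule for named genes and were chosen after their values were seen. The count after solvent was 5 without solvent wild-type dam 2, 3 or 4, 7 without solvent hepcidin KO dam 2 and 6 without solvent hepcidin KO dam 3, and DESeq2 called 81 genes. *Psg20*, *Spred3*, *Gm9519* and *Gm44561* passed in all 16 tests that left out 1 library. *Alkbh6* did not pass without solvent wild-type dam 2 (adjusted p = 0.0744) or 4 (adjusted p = 0.0693) or solvent hepcidin KO dam 2 (adjusted p = 0.0659) or 3 (adjusted p = 0.0733). The highest adjusted p without 1 library was 0.062 for *Gm45104*, 0.124 for *Ceacam2*, 0.139 for *Gmfg-ps*, 0.158 for *Gm12435*, 0.165 for *Fcgbp*, 0.2 for *Gm44566* and 0.225 for *Fam98c*. After LPS the count was 0 without LPS wild-type dam 1, 2 or 3, 1 without any of solvent wild-type dams 2 to 4, LPS wild-type dam 4 or LPS hepcidin KO dam 4. It was 2 without solvent wild-type dam 1 and 3 without solvent hepcidin KO dam 2 or LPS hepcidin KO dam 1 or 2, and DESeq2 called 28 genes. The highest adjusted p without 1 library was then 0.11 for *Gm9519*, 0.111 for *Spred3*, 0.172 for *Psg20*, 0.206 for *Gm44561* and 0.236 for *Ceacam2*.

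**Figure D3:**
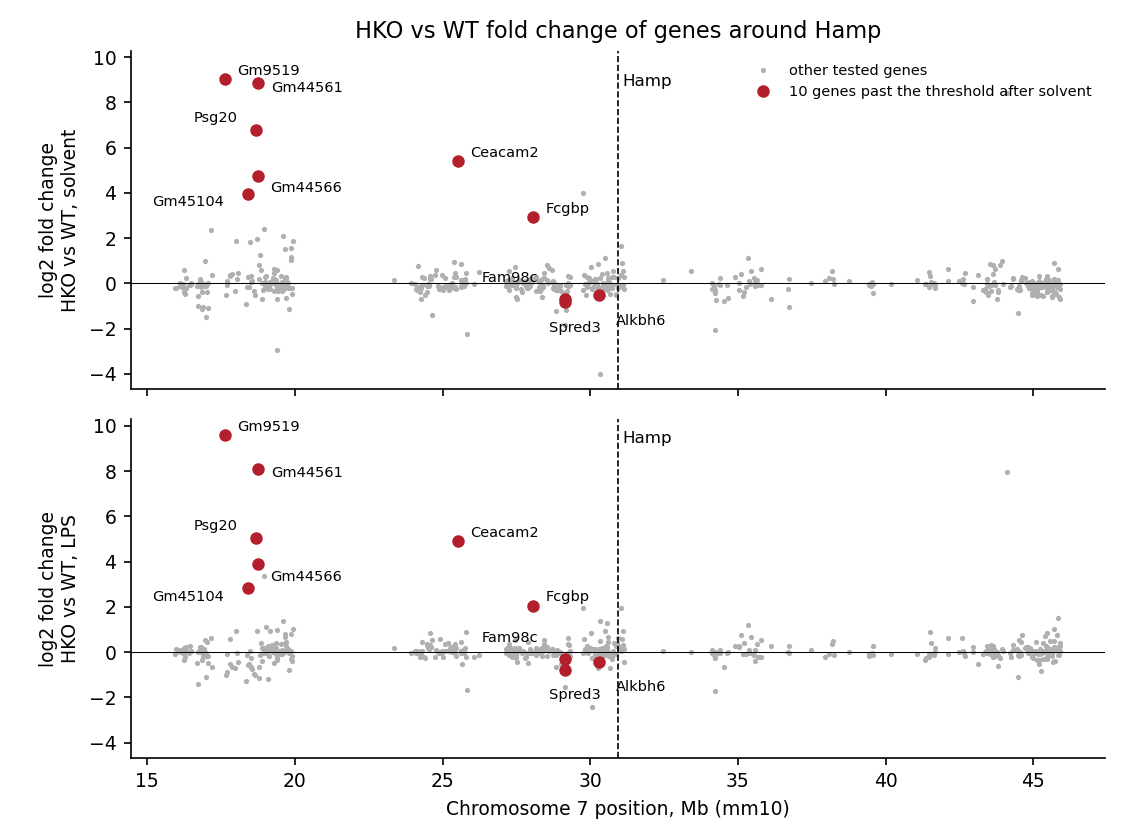
Log2 fold change of hepcidin KO against wild-type dams after solvent (top) and LPS (bottom) for tested genes from 16 to 46 Mb of chromosome 7. The dashed line marks *Hamp*, and red points are the 10 genes past the test after solvent. *Psg20* and its neighbours lie far above 0 and *Spred3* below 0 in both panels.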

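After LPS, genes of the NRF2 response lay slightly higher in the CD31-bound cells of hepcidin KO than of wild-type dams, and genes of HMGB1 signaling did not. *Hmox1* was at 156 ± 7.99 CPM in hepcidin KO and 155 ± 25.1 CPM in wild-type dams (SD, n = 4 each), a log2 fold change of 0.01 (standard error 0.22, adjusted p = 0.997 from edgeR). *Blvrb* had a log2 fold change of 0.54 (standard error 0.16, adjusted p = 0.743) and *Cat*, catalase, of 0.24 (standard error 0.15, adjusted p = 0.974). *Cbr1*, carbonyl reductase 1, differed by 0.21 (standard error 0.11, adjusted p = 0.974) and *Nqo1* by -0.02 (standard error 0.18, adjusted p = 0.996). Of the 36 NRF2 targets, 26 had a positive fold change, with a median of 0.07 (camera adjusted p = 0.0107; adjusted p = 0.803 with an estimated correlation), and none passed, also when adjusted over the list alone. *Hmgb1*, a nuclear protein that injured cells release as an alarm signal, had a log2 fold change of -0.15 (standard error 0.09, adjusted p = 0.974), and *Il1r1*, the IL-1 receptor, of -0.21 (standard error 0.10, adjusted p = 0.959). Of 26 genes of HMGB1 signaling, 8 had a positive fold change (median -0.06, camera adjusted p = 0.604), and the list passed as lower with macrophage and neutrophil markers as a covariate (adjusted p = 0.0299). So had 9 of 20 genes of NADPH oxidase and nitric oxide synthesis (median -0.04, camera adjusted p = 0.999). Among them *Cyba*, a membrane subunit of NADPH oxidase, differed by 0.23 (standard error 0.13, adjusted p = 0.974). The NF-κB targets had a median of -0.01 (19 of 40 positive, camera adjusted p = 0.999, direction of the test positive) and passed as higher without LPS wild-type dam 3 (adjusted p = 0.00878). No gene of these 4 lists passed, also when adjusted over the list alone. The call of the NRF2 list was lost without LPS wild-type dam 2 (adjusted p = 0.228), LPS wild-type dam 4 (adjusted p = 0.0986) or LPS hepcidin KO dam 1 (adjusted p = 0.0547). It was also lost with yolk sac markers as a covariate (adjusted p = 0.0549) and without solvent hepcidin KO dam 3 and LPS wild-type dam 4 together (adjusted p = 0.0917). In 26 of 35 splits of the LPS libraries at least as many lists passed as in the real grouping, so chance cannot be excluded for the NRF2 call.

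**Figure D4:**
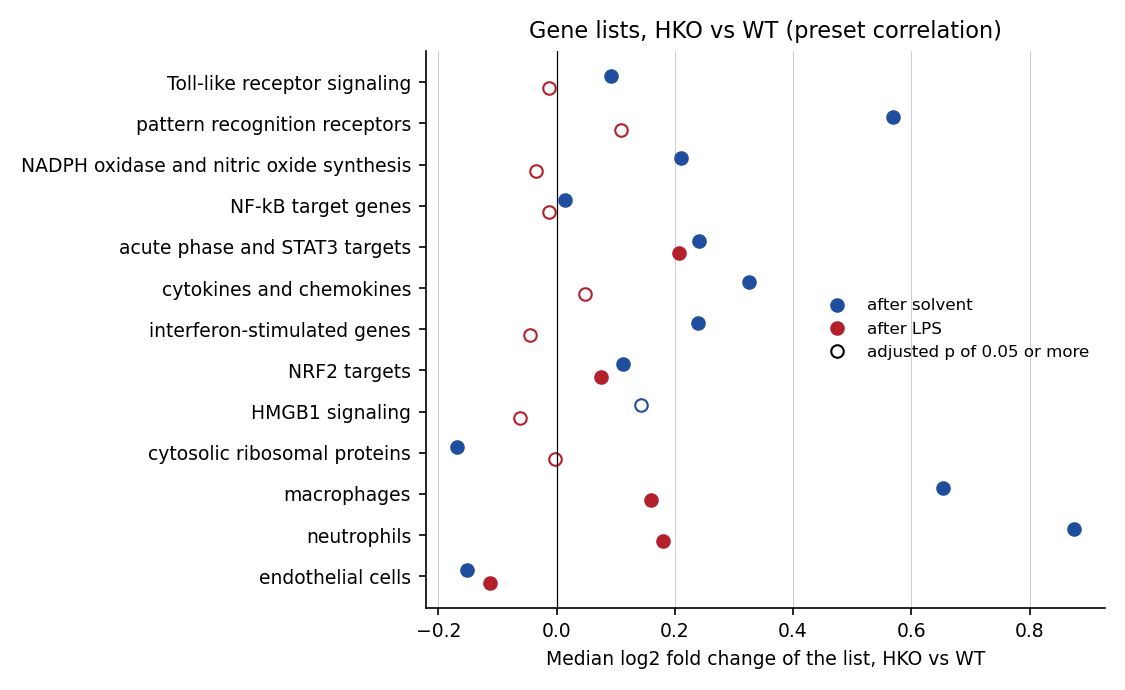
Median log2 fold change of hepcidin KO against wild-type dams over the tested genes of 13 gene lists, after solvent (blue) and after LPS (red); open circles are lists with a camera adjusted p of 0.05 or more. The NRF2 list lies at 0.11 after solvent and 0.07 after LPS, and the HMGB1 list at 0.14 and -0.06.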

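After LPS, the gene groups with the smallest camera adjusted p between the genotypes were those of cholesterol synthesis, B cells, collagens and yolk sac endoderm. The LPS libraries can be split into groups of 4 in 35 ways, counting the real grouping. In 26 of these splits at least 13 of the 47 lists passed, the number in the real grouping. The median of the other splits was 16 lists, so chance cannot be excluded for these calls. *Mvk*, mevalonate kinase of cholesterol synthesis, had a log2 fold change of 0.34 (standard error 0.10, n = 4 dams per group, adjusted p = 0.787 from edgeR). *Cd79a*, a chain of the B cell receptor, had one of 0.58 (standard error 0.18, adjusted p = 0.792), and it lies on chromosome 7, from 24897381 to 24902197, within 15 Mb of *Hamp*. *Col1a1*, collagen 1, differed by 0.67 (standard error 0.23, adjusted p = 0.918) and *Alb*, albumin, which yolk sac endoderm makes, by 1.11 (standard error 0.85, adjusted p = 0.974). Of 24 genes of cholesterol synthesis, 23 were positive (median 0.38, camera adjusted p = 3.67e-08), as were 11 of 12 B cell markers (median 0.42, camera adjusted p = 3.67e-08). So were 19 of 25 collagens (median 0.25, camera adjusted p = 1.22e-06) and 18 of 19 yolk sac markers (median 0.77, camera adjusted p = 4.11e-07). Each of these 4 lists had an adjusted p = 0.803 with an estimated correlation. None of their genes passed over all genes, and when adjusted over the list alone 4 B cell markers were higher and no gene of the other lists passed. By dam, the mean log2 CPM of the yolk sac markers differed by 1.12 (exact permutation test, p = 0.171). Yolk sac markers were also used as a covariate, chosen after the values were seen. The camera adjusted p was then 0.00257 for cholesterol synthesis, 0.0443 for collagens and 2.15e-06 for B cells. Macrophage markers were positive in 21 of 22 genes (median 0.16, camera adjusted p = 0.00329; adjusted p = 0.9 with an estimated correlation). Endothelial markers were negative in 21 of 26 (median -0.11, camera adjusted p = 0.00386; adjusted p = 0.9 with an estimated correlation), with 1 lower when adjusted over the list alone. The macrophage call was lost without LPS wild-type dam 2 (adjusted p = 0.0532) or 3 (adjusted p = 0.202) or LPS hepcidin KO dam 3 (adjusted p = 0.128). The endothelial call was lost without LPS wild-type dam 2 (adjusted p = 0.108) or 4 (adjusted p = 0.437) or LPS hepcidin KO dam 4 (adjusted p = 0.0886), or without solvent hepcidin KO dam 3 and LPS wild-type dam 4 together (adjusted p = 0.38). Immediate early genes were positive in 24 of 30 (median 0.10, camera adjusted p = 0.00178, and adjusted p = 0.803 with an estimated correlation), a call lost without LPS wild-type dam 2 (adjusted p = 0.284) and with macrophage and neutrophil markers as a covariate (adjusted p = 0.1).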

After LPS treatment, endothelial cells from hepcidin KO dams compared to LPS-treated WT dams showed further enrichment in genes in oxidative stress pathways, namely reactive oxygen species, Nrf2-oxidative stress, and Hmgb1 signaling (Fig. 4e). This agrees with the finding that whole placenta oxidative stress was increased at baseline and after LPS treatment (Supplementary Fig. 3m, n). We treated HUVECs with NTBI, heme, and iron-rich ferritin to induce iron accumulation, which was confirmed by the reduction in *TFRC* (*P* < 0.0001) (Fig. 4f). All forms of iron caused over 2-fold induction in *NQO1* and over 4-fold induction in *HMOX1* expression compared to solvent-treated cells (Fig. 4g, h), indicative of oxidative stress. These data suggest that iron loading sensitizes endothelial cells to injury through oxidative stress and enhanced inflammatory signaling.

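LPS changed many transcripts of the CD31-bound cells in both genotypes, mostly in the same direction. *Csf3*, which encodes G-CSF, rose by a log2 fold change of 8.27 in wild-type dams (standard error 0.51, n = 4 dams per group, adjusted p = 2.4e-07 from edgeR) and 7.55 in hepcidin KO dams (standard error 0.49, adjusted p = 1.33e-06). *Ccl5*, a chemokine for T cells, rose by 3.30 (standard error 0.28, adjusted p = 5.61e-06) and 3.31 (standard error 0.27, adjusted p = 1.32e-05). *Selp*, P-selectin, rose by 2.83 (standard error 0.33, adjusted p = 9.95e-05) and 2.84 (standard error 0.33, adjusted p = 0.000217), and *Icam1*, an adhesion molecule for leukocytes, by 0.71 (standard error 0.13, adjusted p = 0.00145) and 0.67 (standard error 0.13, adjusted p = 0.00388). *Il6* rose by 1.70 in wild-type dams (standard error 0.36, adjusted p = 0.00369) and 1.82 in hepcidin KO dams (standard error 0.36, adjusted p = 0.00497). *Tnf*, the cytokine tested on iron-laden HUVECs in Fig. 5a, was at 3.10 ± 1.02 and 8.15 ± 3.83 CPM in wild-type dams after solvent and LPS and at 4.47 ± 2.41 and 7.51 ± 3.55 CPM in hepcidin KO dams (SD, n = 4 each). It passed the test in wild-type dams (log2 fold change 1.39, standard error 0.43, adjusted p = 0.0293), but not without solvent wild-type dam 2 (adjusted p = 0.0865), solvent wild-type dam 4 (adjusted p = 0.0756) or LPS wild-type dam 4 (adjusted p = 0.0942). In hepcidin KO dams its log2 fold change was 0.75 (standard error 0.43, adjusted p = 0.205). In all, 5053 genes changed in wild-type dams (2512 higher, 2541 lower) and 4825 in hepcidin KO dams (2299 higher, 2526 lower). Yolk sac markers also lay higher after LPS, and with them as a covariate, chosen after the values were seen, the counts were 3015 and 210. The hepcidin KO count was 2750 without solvent hepcidin KO dam 2, 2294 without solvent hepcidin KO dam 3 and 2012 without LPS hepcidin KO dam 2. Of these genes, 1422 were higher and 1477 lower in both genotypes, where independent lists would share 291 and 324, and 3 moved in opposite directions. Across the 6976 genes called in either genotype, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.864. Choosing genes by these calls raises the correlation. A shift in cell mix that both genotypes share, as of the yolk sac markers, would raise the overlap and the correlation as well, and was not separated from a response of the cells.

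**Figure D5:**
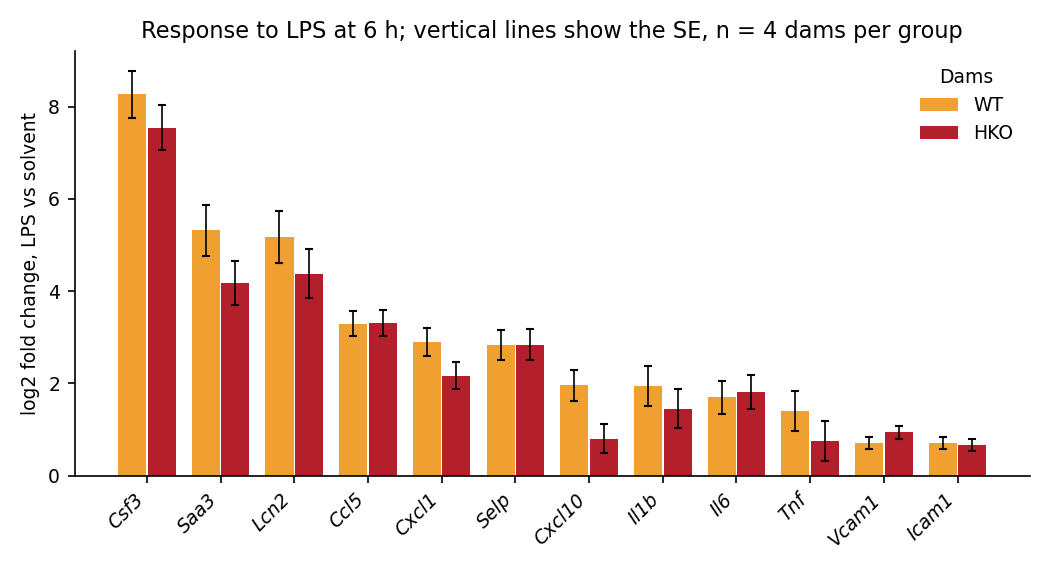
Log2 fold change of LPS against solvent for 12 genes in wild-type and hepcidin KO dams, with lines for the standard error (edgeR, n = 4 dams per group). *Csf3* lies highest in both genotypes, at 8.27 and 7.55.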

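NF-κB targets and cytokines lay higher after LPS in both genotypes. Of 40 NF-κB targets, 23 were higher and none lower in wild-type dams (26 higher when adjusted over the list alone; median 0.70, camera adjusted p = 1.08e-16; adjusted p = 0.146 with an estimated correlation). Of the same genes, 19 were higher and none lower in hepcidin KO dams (22 higher when adjusted over the list alone; median 0.52, camera adjusted p = 1.66e-14; adjusted p = 0.236 with an estimated correlation). Of 36 cytokines and chemokines, 19 were higher and 1 lower in wild-type dams (20 and 1 when adjusted over the list alone; median 1.13, camera adjusted p = 1.3e-11; adjusted p = 0.137 with an estimated correlation). In hepcidin KO dams 17 were higher and 1 lower (19 and 1 when adjusted over the list alone; median 0.69, camera adjusted p = 9.09e-10; adjusted p = 0.21 with an estimated correlation). Genes of TNF receptor and death receptor signaling went both ways, with 6 of 35 higher and 5 lower in wild-type dams (6 and 5 when adjusted over the list alone; camera adjusted p = 0.981). In hepcidin KO dams 4 were higher and 8 lower (5 and 10 when adjusted over the list alone; camera adjusted p = 0.636). Among them *Birc3*, an inhibitor of apoptosis induced by NF-κB, rose by 0.69 in wild-type dams (standard error 0.10, adjusted p = 0.000321) and 0.68 in hepcidin KO dams (standard error 0.10, adjusted p = 0.000918). Of 31 genes of intrinsic apoptosis and p53, 8 were higher and 7 lower in wild-type dams (11 and 9 when adjusted over the list alone; camera adjusted p = 0.369). In hepcidin KO dams 8 were higher and 6 lower (9 and 6 when adjusted over the list alone; camera adjusted p = 0.38). *Bcl2*, which restrains apoptosis, rose by 0.56 in wild-type dams (standard error 0.12, adjusted p = 0.00454). The difference between the genotypes' responses was tested for each gene as an interaction. No gene passed with edgeR, while DESeq2 called 4. With edgeR, 1233 genes had an unadjusted p under 0.05, where 991 would be expected if no gene differed. Of 100 regroupings of the dams, counting the real one, 20 gave at least as many, so chance cannot be excluded for this count. Hepcidin KO dams minus wild-type dams, the response of *Cxcl10* differed by -1.16 on the log2 scale (adjusted p = 0.779), of *Tnf* by -0.64 (adjusted p = 0.875), of *Hmox1* by -0.50 (adjusted p = 0.828) and of *Il6* by 0.12 (adjusted p = 0.971). The response of the NRF2 list (median -0.08, camera adjusted p = 0.768) and of the death receptor list (median -0.08, camera adjusted p = 0.568) did not differ by this test either. From the pathways higher in hepcidin KO dams, together with the oxidative stress in whole placentas and iron-treated HUVECs, the paper proposes that iron loading makes endothelial cells prone to injury through oxidative stress and stronger inflammatory signaling.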

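After LPS, acute phase genes and genes of Toll-like receptor and HMGB1 signaling passed as groups in both genotypes, and for interferon-stimulated genes, pattern recognition receptors and TREM1 signaling the result in hepcidin KO dams depended on the setting. *Cxcl10* rose by a log2 fold change of 1.97 in wild-type dams (standard error 0.34, n = 4 dams per group, adjusted p = 0.00101 from edgeR), and in hepcidin KO dams its fold change was 0.81 (standard error 0.32, adjusted p = 0.0805). Of 41 interferon-stimulated genes, 12 were higher and none lower in wild-type dams (18 higher when adjusted over the list alone; median 0.37, camera adjusted p = 2.97e-05; adjusted p = 0.743 with an estimated correlation). Of them, 3 were higher and 1 lower in hepcidin KO dams (3 and 0 when adjusted over the list alone; median 0.04, camera adjusted p = 0.172), and the list passed as higher without solvent hepcidin KO dam 1 (adjusted p = 0.00032) or LPS hepcidin KO dam 4 (adjusted p = 0.0267) and as lower without the 4 libraries of largest mitochondrial share (median -0.37, adjusted p = 8.19e-07), which leaves 1 solvent hepcidin KO library. The response of these genes was lower in hepcidin KO than in wild-type dams for 38 of 41 (median -0.24, camera adjusted p = 1.04e-05; adjusted p = 0.782 with an estimated correlation), and this call was lost without solvent hepcidin KO dam 1 (adjusted p = 0.178). Of 29 pattern recognition receptors, 8 were higher and 1 lower in wild-type dams (8 and 1 when adjusted over the list alone), and the list passed as higher (camera adjusted p = 0.00585, and 0.667 with an estimated correlation). In hepcidin KO dams 5 were higher and 2 lower (5 and 2 when adjusted over the list alone, camera adjusted p = 0.11), and they passed without solvent hepcidin KO dam 1 (adjusted p = 0.0289) or 3 (adjusted p = 0.00802) or LPS hepcidin KO dam 2 (adjusted p = 0.048), without solvent hepcidin KO dam 3 and LPS wild-type dam 4 together (adjusted p = 0.00623) and with yolk sac markers as a covariate (adjusted p = 0.000957). The difference between the genotypes in the receptors' response did not pass the interaction test (24 of 29 negative, median -0.36, camera adjusted p = 0.106). It passed as lower in hepcidin KO dams without solvent wild-type dam 3 (adjusted p = 0.0119), solvent hepcidin KO dam 2 (adjusted p = 0.00148) or 4 (adjusted p = 0.00964), LPS wild-type dam 2 (adjusted p = 0.0369) or 3 (adjusted p = 0.0108) or LPS hepcidin KO dam 3 (adjusted p = 0.0129), with the mitochondrial covariate (adjusted p = 0.0406) and without the 4 libraries (adjusted p = 0.000188). Of 23 genes of TREM1 signaling, 8 were higher and 1 lower in wild-type dams (8 and 3 when adjusted over the list alone), and the list passed as higher (camera adjusted p = 0.0402, and 0.824 with an estimated correlation), but not without solvent wild-type dam 2 (adjusted p = 0.0979) or LPS wild-type dam 4 (adjusted p = 0.224), or without the latter and solvent hepcidin KO dam 3 together (adjusted p = 0.126). In hepcidin KO dams 5 were higher and 2 lower (6 and 4 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.141). There it passed as higher with yolk sac markers as a covariate (median 0.46, adjusted p = 3.16e-06), without solvent hepcidin KO dam 3 (adjusted p = 0.00507) or LPS hepcidin KO dam 2 (adjusted p = 0.031), without solvent hepcidin KO dam 3 and LPS wild-type dam 4 together (adjusted p = 0.00181) and without genes near *Hamp* (adjusted p = 0.0496). For TREM1 genes the interaction did not pass either (18 of 23 negative, median -0.13, camera adjusted p = 0.319), and passed as lower in hepcidin KO dams without solvent hepcidin KO dam 4 (adjusted p = 0.0354). With the level of macrophage and neutrophil markers as a covariate, both calls in wild-type dams were lost, at an adjusted p of 0.548 for the receptors and of 0.884 for TREM1, with the direction of TREM1 turned to lower. Of 25 acute phase genes, 13 were higher in wild-type (16 when adjusted over the list alone) and 15 in hepcidin KO dams (17 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 4.95e-08 and 1.25e-08 (adjusted p = 0.0614 and 0.0909 with an estimated correlation). Toll-like receptor signaling had 15 of 30 genes higher in wild-type (17 when adjusted over the list alone) and 8 in hepcidin KO dams (8 when adjusted over the list alone), with camera adjusted p = 1.96e-05 and 0.00216 (adjusted p = 0.253 and 0.451 with an estimated correlation), and the call in hepcidin KO dams was lost without the 4 libraries (adjusted p = 0.128). For HMGB1 signaling, 10 of 26 genes were higher and 1 lower in wild-type (12 and 1 when adjusted over the list alone) and 9 higher and 2 lower in hepcidin KO dams (10 and 3 when adjusted over the list alone), with camera adjusted p = 5.69e-05 and 0.00323 (adjusted p = 0.146 and 0.412 with an estimated correlation).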

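Neutrophil markers lay higher after LPS as well. *Lcn2*, lipocalin 2, which neutrophils store and other cells make in inflammation, rose by a log2 fold change of 5.18 in wild-type dams (standard error 0.56, n = 4 dams per group, adjusted p = 5.84e-05 from edgeR) and 4.38 in hepcidin KO dams (standard error 0.53, adjusted p = 0.000285). Of 22 neutrophil markers, 7 were higher in wild-type dams (7 when adjusted over the list alone; median 0.95, camera adjusted p = 0.00664; adjusted p = 0.759 with an estimated correlation), and the call was lost without LPS wild-type dam 4 (adjusted p = 0.0885). Hepcidin KO dams had 4 higher (4 when adjusted over the list alone; median 0.20, camera adjusted p = 0.0336, and 0.715 with an estimated correlation). This call was lost without solvent hepcidin KO dam 1 (adjusted p = 0.0572), 2 (adjusted p = 0.0659) or 4 (adjusted p = 0.283) or LPS hepcidin KO dam 1 (adjusted p = 0.0575) or 3 (adjusted p = 0.0814), and with the mitochondrial covariate (adjusted p = 0.0556). By dam, the mean log2 CPM of these markers differed by 0.95 in wild-type dams (exact permutation test, p = 0.0286, the smallest p possible) and by 0.75 in hepcidin KO dams (exact permutation test, p = 0.114).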

**Fig. 4:**
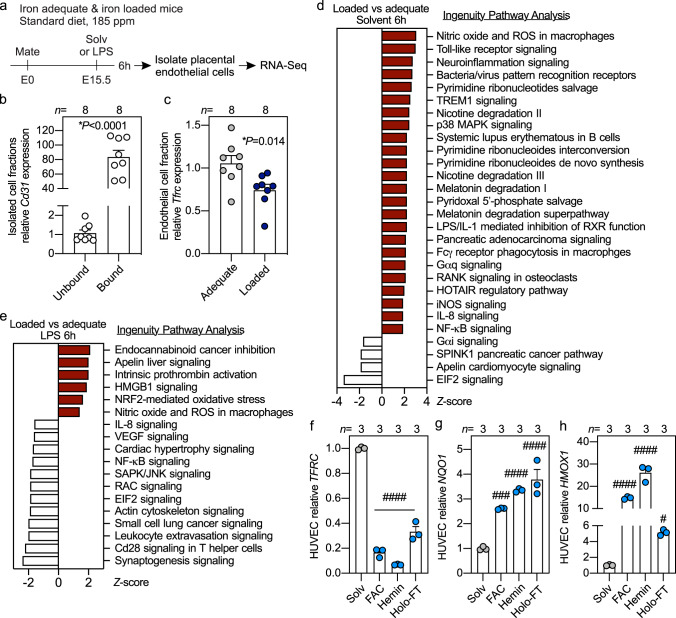
Maternal iron loading promotes oxidative stress in placental endothelial cells. **a** Iron-adequate and iron-loaded dams were treated with solvent or LPS (0.5 µg/g) on E15.5 for 6 h. Placentas from solvent and LPS-treated mice were collected for endothelial cell isolation by magnetic separation using Cd31 beads and total RNA was analyzed by RNA-Seq. **b** *Cd31* expression relative to *Rpl4* in the Cd31-unbound (non-endothelial cells) and Cd31-bound (endothelial cells) fractions. **c** Endothelial cell expression of iron importer *Tfrc* relative to *Rpl4* from iron-adequate (light gray circles) and iron-loaded (dark blue circles) placentas. **b**, **c** Placenta cells isolated from *n* = 8 dams. **d**, **e** RNA-Seq Ingenuity Pathway Analysis of significantly downregulated (white bars) and enriched (red bars) genes (*Z*-score < and > than ±1.5) from placental endothelial cells comparing hepcidin KO and WT mice after **d** solvent and **e** LPS injection. **f**–**h** Primary HUVECs were treated with solvent (gray circles), or different forms of iron (light blue circles) including ferric ammonium citrate (100 µM, FAC), hemin (20 µM), or holo-ferritin (Ft, 2 mg/ml) for 40 h and analyzed for **f** *TFRC* **g** *NQO1* and **h** *HMOX1* expression. *n* = 3 independent experiments. **b**, **c**, **f**–**h** Error bars represent mean ± s.e.m. Statistical differences were determined by two-tailed Mann–Whitney *U*, two-tailed Student’s *t*-test (denoted by *, *P*-values are indicated in each figure panel), or one-way ANOVA followed by Holm-Sidak method for multiple comparisons (denoted by ^#^*P* < 0.05, ^###^*P* < 0.001, ^####^*P* < 0.0001). Source data are provided as a Source data file.

### Synergistic toxicity of iron and inflammation is prevented by α-Tocopherol treatment

We tested the contribution of oxidative stress in iron-dependent cell death in HUVECs by treating iron-laden cells with vitamin E analog Trolox prior to TNFα stimulation. Iron loading potentiated TNFα-mediated apoptosis, which was rescued by Trolox pretreatment (Fig. 5a). To confirm the role of oxidative stress in mediating embryo demise in vivo, we treated pregnant iron-loaded hepcidin KO dams with antioxidant α-tocopherol, the most abundant isomer of vitamin E. Hepcidin KO dams were treated with subcutaneous α-tocopherol (100 µg/g) 14 and 2 h prior to LPS injection on E15.5 (Fig. 5b). Maternal pretreatment with α-tocopherol was completely protective against embryo demise (*P* = 0.001) (Fig. 5c). α-Tocopherol had no effect on maternal inflammation as shown by comparable hepatic expression of *Il6*, *Il1b*, *Cxcl2*, *Cxcl10*, *Ccl2*, and *Cxcl9* (Fig. 5d, Supplementary Fig. 6e–i). Instead, maternal α-tocopherol treatment attenuated LPS-induced inflammation in the placenta, reflected by lower expression of *Il1b*, *Cxcl2*, *Il6*, *Cxcl1*, *Ccl2*, and *Cxcl9* (Fig. 5e–g, Supplementary Fig. 6j-l). Notably, maternal α-Tocopherol treatment reduced expression of placental cleaved caspase-3 (*P* = 0.015), and prevented endothelial apoptosis in the placenta, embryo lung, and liver (Fig. 5h, i). Collectively, these data show that oxidative stress mediates endothelial apoptosis and embryotoxicity in iron-loaded and inflamed pregnancies.

**Fig. 5:**
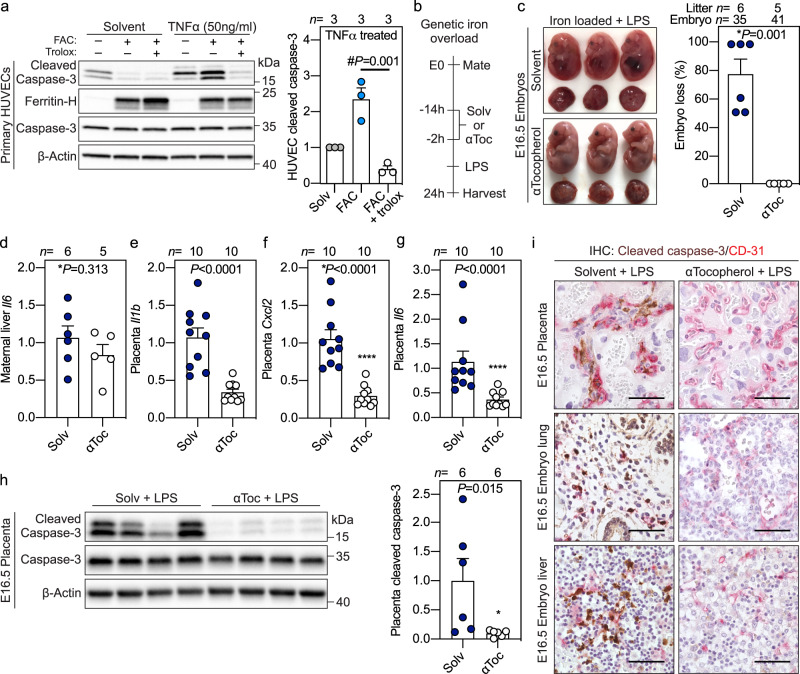
Synergistic toxicity of iron and inflammation is prevented by αTocopherol treatment. **a** Primary HUVECs were treated with solvent (gray gircles), 100 μM ferric ammonium citrate (FAC) (light blue circles), or 100 μM FAC with vitamin E analog Trolox (300 μM, white circles) for 24 h prior to being stimulated with TNFα (50 ng/ml) for 16 h. Western blot (left) and quantitation (right) of cleaved caspase-3 normalized to β-actin (representative image of *n* = 3 independent experiments). **b**–**i** Hepcidin KO dams were treated with subcutaneous solvent (dark blue circles) or αTocopherol (αToc: vitamin E, white circles) 14 and 2 h prior to LPS treatment on E15.5 for 24 h: **c** embryo gross morphology and incidence of resorbing embryos; **d** maternal liver *Il6* expression relative to *Hprt* from *n* = 6 dams; **e**–**g** placental *Il1b*, *Cxcl2*, and *Il6* expression relative to *Rpl4* from *n* = 10 placentas. **h** Western blot (left) and quantitation (right) of cleaved caspase-3 in whole placentas normalized to β-actin. *n* = 6 placentas/group. **i** Immunohistochemistry for cleaved caspase-3 (brown) and CD31 (red) in paraffin-embedded placenta, embryo lung and liver (representative image of *n* = 3 sections/group). Scale bar = 50 μm. **a**, **c**–**h** Error bars represent mean ± s.e.m. **e**–**i** Embryo and placentas were randomly selected for analysis. Statistical differences were determined by two-tailed Mann–Whitney *U*, two-tailed Student’s *t*-test (denoted by *) or one-way ANOVA followed by Holm-Sidak method for multiple comparisons (denoted by #). *P*-values are indicated in each figure panel. Source data are provided as a Source data file.

### Iron supplementation potentiates embryonic malformation and placental apoptosis in a mouse model of Western diet-induced obesity

To investigate if maternal iron excess adversely interacts with chronic inflammation during pregnancy, we used a mouse model of diet-induced obesity in WT and hepcidin KOs (Fig. 6a). WT C57BL/6 females were fed an iron-adequate Western diet (100 ppm iron) for 8 weeks, then half of the mice continued on the same Western diet (iron-adequate group), and the other half were switched to a high-iron Western diet (3700 ppm carbonyl iron) for 1–3 weeks (dietary iron loading group), then mated and fed the same diet in pregnancy. The third group (genetic iron loading) consisted of hepcidin KO females maintained on the iron-adequate Western diet for the same duration. Dams in all three Western diet groups weighed ~40% more at mating than their respective controls fed non-obesogenic standard diet or high iron diet (Fig. 6b). At E18.5, compared to iron-adequate dams, hepcidin KOs were most iron-loaded with >20-fold higher liver iron and >2-fold higher serum iron (both *P* < 0.001), whereas dietary iron-loaded dams had ~6-fold higher liver iron (*P* = 0.038) but no increase in serum iron (Supplementary Fig. 7a, b). Placental iron increased in both dietary-loaded and hepcidin KO groups (*P* < 0.05) (Supplementary Fig. 7c). Embryos were completely protected from iron loading and had liver iron and serum iron concentrations comparable to embryos from iron-adequate dams (Supplementary Fig. 7d, e).

**Fig. 6:**
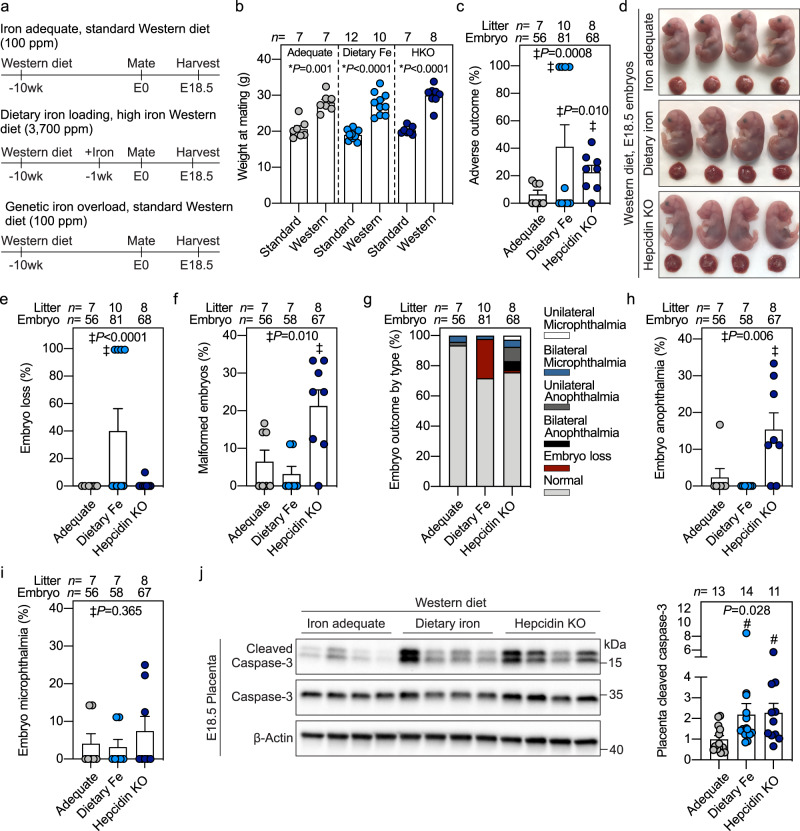
Iron supplementation potentiates embryonic malformation and placental apoptosis in a mouse model of Western diet-induced obesity. **a** Starting at 3 weeks of age, wild-type C57BL/6 (iron-adequate) or hepcidin KO (genetic iron overload, dark blue circles) females were fed an iron-adequate Western diet (100 ppm iron) for 8 weeks. After 8 weeks, half of the WT mice were switched to a high-iron Western diet (3700 ppm carbonyl iron, dietary iron loading, light blue circles) for 1–3 weeks, while the other mice continued on the iron-adequate Western diet (gray circles). Mice were mated and continued their respective diets during pregnancy. Iron adequate dams were compared to dietary or genetic iron-loaded dams. **b** Weight of female mice at mating fed a Western diet compared to those fed non-obesogenic diet. **c** Incidence of E18.5 embryos with adverse outcomes in obese pregnancies. **d** Embryo gross morphology and **e** incidence of embryos with subcutaneous hemorrhaging or **f** malformations. **g** Incidence of embryo malformations categorized by type. Incidence of embryo **h** anophthalmia and **i** microphthalmia. **j** Western blot (left) and quantitation (right) of cleaved caspase-3 in whole placentas normalized to β-actin. Representative blot of *n* = 11–14 randomly selected placentas/group. **b**, **c**, **e**, **f**, **h**–**j** Error bars represent mean ± s.e.m. Statistical differences were determined by two-tailed Student’s *t*-test (denoted by *), one-way ANOVA on ranks followed by Dunn’s method for multiple comparisons (denoted by #), or Fisher’s exact test (indicated by ‡). *P*-values are indicated in each figure panel. Source data are provided as a Source data file.

Examination of embryos for gross malformations demonstrated higher incidence of adverse embryo outcomes when both maternal iron excess and obesity were present. Obesity in iron-adequate dams caused embryo complications including eye malformations in only ~6% of embryos (Fig. 6c–i). Dietary iron loading of obese dams caused complications in 41% of pregnancies (Fig. 6c), including embryo loss characterized by resorption or fatal subcutaneous hemorrhaging (*P* < 0.001) (Fig. 6d, e), with eye malformations affecting <5% of embryos (Fig. 6f–i). Obesity in the most iron-loaded hepcidin KO dams caused complications in 22% of pregnancies (*P* = 0.010) (Fig. 6c), and prominently caused eye malformations (*P* = 0.010, Fig. 6d–i). Interestingly, only anophthalmia was worsened by genetic iron loading of obese dams (*P* = 0.006), whereas microphthalmia was similar between the groups (Fig. 6g–i). Like our acute LPS model, we observed an increase in placental cleaved caspase-3 in iron-loaded obese dams (*P* = 0.028) (Fig. 6j), suggesting similarities in the pathogenic mechanism between our acute and chronic inflammation models. It remains to be determined whether additional, less visible embryo abnormalities, are also induced by iron excess in obese pregnancy.

### Neutralizing maternal TNFα is protective against embryonic malformation induced by the combination of high maternal iron and Western diet

We evaluated if maternal exposure to high iron while on an obesogenic diet affected inflammation, as both obese humans and animal models are reported to have elevated TNFα and IL6^46–48^. Clustering analysis of Luminex 32-plex cytokine panel in maternal serum from obese and lean mouse pregnancies with and without iron loading identified the most severe group—obese hepcidin KO dams—as having a distinct cytokine profile compared to the other groups and showed increases in TNFα and related cytokines (Fig. 7a). Elevated TNFα levels were confirmed in obese hepcidin KO dams (*P* = 0.017), but not in others (Fig. 7b). No differences in TNFα levels were found in sera from their embryos or amniotic fluid, or in placental *Tnf* expression (Fig. 7c–e), suggesting that maternal TNFα is the driver of embryonic complications. Thus, we treated hepcidin KO dams maintained on Western diet with neutralizing TNFα antibody or isotype control IgG antibody throughput pregnancy (E5.5, E8.5, E12.5, and E15.5) and analyzed embryo outcome at E18.5 (Fig. 7f). We observed eye malformations in embryos from obese hepcidin KO dams treated with IgG control, whereas neutralizing TNFα reduced the incidence of embryo eye malformations including a reduction in anophthalmia (*P* < 0.001) (Fig. 7g–j), confirming the role of maternal TNFα in mediating adverse embryo outcomes in iron-loaded, obese pregnancies.

**Fig. 7:**
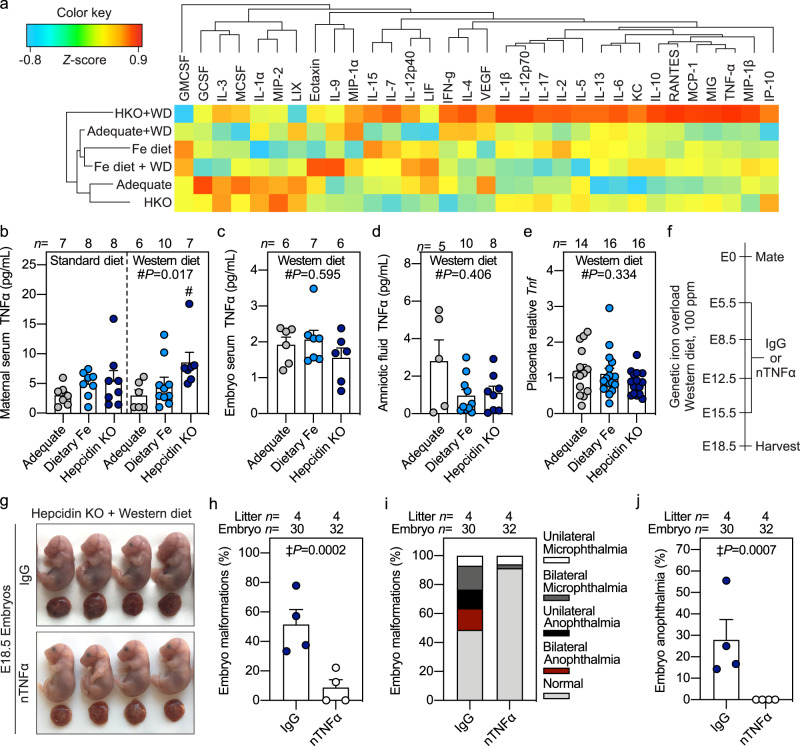
Neutralizing maternal TNFα is protective against embryonic malformation induced by the combination of high maternal iron and Western diet. **a** Clustering analysis of 32-plex cytokine panel in maternal serum from iron-adequate (gray circles), dietary iron-loaded (Fe diet, light blue circles), and genetically iron-loaded hepcidin KO (HKO, dark blue circles) dams fed standard or Western diet (WD). Color key indicates *Z*-score for each cytokine. **b**–**e** E18.5 TNFα measurements in **b** maternal serum, **c** embryo serum pooled from each litter, **d** pooled amniotic fluid, and **e** placental *Tnf* gene expression. Placentas were randomly selected for analysis. **f** Hepcidin KO females were fed Western diet (100 ppm iron) starting at 3 weeks of age and were mated after 9 weeks. Pregnant dams received intravenous injections of neutralizing TNFα antibody (white circles) or isotype IgG (dark blue circles) targeting trinitrophenol as a control (250 µg/injection) on E5.5, E8.5, E12.5, and E15.5, and embryo outcome was evaluated at E18.5. **g** Embryo gross morphology. **h**–**j** Incidence of eye malformations. **b**–**e**, **h**, **j** Error bars represent mean ± s.e.m. Statistical differences were determined by one-way ANOVA on ranks followed by Dunn’s method for multiple comparisons (denoted by #) or two-tailed Fisher’s exact test (indicated by ‡). *P*-values are indicated in each figure panel. Source data are provided as a Source data file.

## Discussion

While the WHO recommends that all pregnant women take daily iron supplements^49^, the US Preventive Services Task Force concluded that there are insufficient data to assess the balance of benefits and harms of iron supplementation during pregnancy^50^. In developed countries, most women have sufficient iron stores, but women are still advised to take 30–60 mg elemental iron daily starting at the first prenatal visit^3^, even without screening for iron deficiency. We recently showed that the maternal homeostatic adaptations during pregnancy include suppression of the iron regulatory hormone hepcidin^2^, which would promote the rapid absorption of iron supplements, potentially exposing pregnant women to iron excess.

Maternal serum ferritin, a marker of body iron stores, shows a U-shaped risk curve where both low and high ferritin are associated with adverse pregnancy outcomes. However, ferritin is also induced by inflammation and does not accurately reflect iron stores in the setting of inflammation or infection. Thus, the association of high ferritin with adverse outcomes could reflect the pathogenic role of iron excess or inflammation, or the combination of both. We addressed this question and explored the relevant mechanisms using mouse models and identified an interaction between iron and inflammation. Our study demonstrates iron-dependent apoptotic injury in inflamed pregnancy and the potential consequences to embryo health and development when dams are concurrently exposed to iron overload and inflammation.

The interaction between iron overload and inflammation is surprising because uninflamed mice are resistant to tissue injury from even massive iron overload. We analyzed the consequences of pure iron excess in pregnancy by modeling two modes of iron loading. One model involved feeding mice high iron diet during pregnancy to mimic the common practice of iron supplementation of human pregnancy. The range of iron content in the mouse diet was proportionally similar to what is recommended to pregnant humans. In pregnant women, depending on the country and woman’s iron status, iron supplementation ranges from 30 to 200 mg of elemental iron per day^51,52^, up to 20-fold more than the daily dietary iron intake of ~10 mg^53^. In our purified diets, the iron content varied from 2500–5000 ppm iron, which is ~13–27-fold more than what is supplied in house diet (~185 ppm iron). Of note, iron exposure of mice in our study was much shorter (4 weeks) than in human pregnancy (several months). Our second model, hepcidin KO mice, a genetic model of iron overload, is representative of iron overload caused by hepcidin deficiency in human hemochromatosis. Other differences between murine and human iron homeostasis include proportionally greater dietary iron absorption as well as iron losses in mice than in humans, but also greater resistance of mice to iron-induced tissue toxicity^54^. In our study, both genetic and dietary maternal iron loading resulted in higher placental iron and embryo iron stores. Although consequences of fetal iron excess in humans are not fully understood, it has been suggested that excessive iron supplementation of infants may have adverse effects on growth, risk of infections, cognition, and brain development^55^. In the hepcidin KO model, we did not detect any phenotypic effect of maternal genetic iron loading on embryo development, and hepcidin KO mice are viable, survive until adulthood, and are fertile. With dietary iron-loading, we observed a small but insignificant increase in embryo subcutaneous hemorrhaging. Given the resistance of mice to iron excess, additional studies are needed to better determine the long-term effects on offspring of excess iron during human pregnancy.

When both iron excess and inflammation were present in pregnant animals, we found an adverse synergy that resulted in dire consequences for the fetus. In our LPS model of acute inflammation, both dietary and genetic loading were associated with high incidence of embryo mortality or malformations. In our model of diet-induced obesity, representing a milder chronic inflammatory state, we similarly observed that iron loading caused embryo subcutaneous hemorrhaging or malformations. Our data question the safety of iron supplementation in women with acute or chronic inflammation.

Importantly, we defined the mechanism underlying the adverse synergy between acute inflammation and maternal iron excess. Our animal models show that maternal iron excess increased oxidative stress in the whole placenta and specifically in placental endothelial cells, which was further exacerbated in the presence of inflammation. Iron-induced oxidative stress sensitized placenta and embryo endothelium to inflammation-induced apoptosis, ultimately resulting in fetal death or malformations. Although also iron-dependent, this mechanism is distinct from ferroptosis as it does not involve iron-dependent changes in markers of lipid peroxidation, *Ptgs2*, or MDA. Of note, treating dams with vitamin E isomer α-Tocopherol prior to the inflammatory insult completely prevented endothelial apoptosis and fetal demise, likely due to the attenuation of placental inflammation. Vitamin E exerts its broad cytoprotective effects as an antioxidant by scavenging reactive oxygen species, inhibiting caspase activity^56,57^, and reducing inflammation^58–61^. Although the WHO reports no beneficial effect of routine vitamin E supplementation for women with or without a high risk pregnancy^62^, our study suggests that acute vitamin E therapy may be specifically beneficial in pregnancies with underlying inflammation when the women are receiving iron supplementation. We speculate that the mechanism of iron-dependent apoptosis and its prevention by vitamin E supplementation apply beyond pregnancy, to broader clinical problems associated with endothelial dysfunction, oxidative stress, and inflammation, and expect that iron loading could similarly worsen outcomes in hypertension, sickle cell disease, renal failure, and other cardiovascular and metabolic diseases.

We demonstrated that TNFα was the pathogenic factor synergizing with maternal iron excess. TNFα is a pleiotropic cytokine that regulates diverse biological functions including cell growth, viral replication, septic shock, inflammation, and autoimmunity^63^, and aberrant TNFα production is associated with many inflammatory diseases in humans. Although both our acute inflammatory LPS model and chronic inflammatory obesity model resulted in similar adverse embryo outcomes and placental apoptosis, there seem to be differences in how iron excess alters TNFα signaling in acute and chronic inflammatory settings. In acute inflammation caused by LPS injection, there was no difference in maternal TNFα production between iron-adequate and iron-loaded dams. Thus, iron excess in our acute inflammatory model alters downstream TNFα signaling rather than TNFα production. In contrast, in our obesity model, genetic iron loading increased circulating TNFα levels in the dam but not in placentas or embryos, suggesting that maternal iron excess did modulate TNFα production. TNFα is produced by adipose tissue and its secretion correlates with the degree of adiposity^64^, suggesting that iron excess may further promote TNFα production by adipose tissue in obesity.

Interestingly, embryopathies in obese pregnancies differed depending on the model of iron loading. Although we do not know the cause, it is likely that the extent and timing of maternal iron loading as well as the severity of their inflammation may affect their embryotoxicity. Hepcidin deficiency was associated with more severe maternal tissue and serum iron overload compared to dietary iron loading (although placental iron loading was similar between the two models). Hepcidin deficiency likely also promotes iron loading earlier during pregnancy compared to dietary iron loading, considering that maternal hepcidin suppression in WT mice only occurs in the second part of pregnancy^2^. Furthermore, hepcidin KO obese dams had higher levels of cytokines at the end of pregnancy compared to mothers with dietary iron loading. Thus, any of these factors could contribute to the specific embryo outcomes.

Notably, maternal anti-TNFα therapy was sufficient to prevent embryotoxicity in iron-loaded pregnancies in either the acute LPS inflammatory model, or in obese mice. The development of anti-TNFα therapy has been indispensable for the treatment of several inflammatory-mediated autoimmune conditions^65,66^. Monoclonal anti-TNFα antibodies are considered safe during pregnancy, although they are actively transported across the placenta particularly in the third trimester^67,68^, and are detectable in newborns until 6 months post-partum^67,69,70^. Despite measurable levels in offspring, studies report no association between anti-TNFα concentrations in infants at birth and risk of infection or in reaching developmental milestones in the first year of life^69,71^.

In summary, we investigated the consequences of excess maternal iron during healthy and inflamed pregnancy and discovered an adverse interaction. Maternal iron excess, accrued through dietary or genetic means, potentiated the adverse effects of inflammation during pregnancy, causing embryo malformations and demise. We observed this synergy between iron and acute inflammation utilizing an LPS-induced sepsis model and with chronic mild inflammation caused by diet-induced obesity. We provide specific evidence that the interaction between iron excess and inflammation is dependent on TNFα signaling causing lethal apoptotic damage to endothelial cells in the embryo and the placenta which can be prevented by maternal antioxidant therapy. Our data suggest that pregnant women could be at risk for adverse birth outcomes when the mother is exposed to both high iron levels and systemic inflammation during pregnancy and underscores the importance of screening pregnant women for iron deficiency before recommending iron supplementation. Given the increasing prevalence of inflammatory disorders worldwide, and that iron supplementation of pregnant women is universal, our study raises important questions about the safety of indiscriminate iron supplementation in inflamed pregnancy. Our work also details the mechanistic signature of this type of iron-dependent injury and potential therapies that could ameliorate it. Future studies will assess whether iron also represents a modifiable factor to decrease detrimental effects of inflammation in conditions other than pregnancy.

## Methods

### Animals

All animal experiments were approved by the University of California, Los Angeles (UCLA) Institutional Animal Care and Use Committee and were carried out in accordance with the Guide for Care and Use of Laboratory Animals (National Institutes of Health, Bethesda, MD). The following strains of animals were maintained on a 12-h light–dark schedule in a temperature- (22–25 °C) and humidity-controlled environment: wild-type (WT) C57BL/6J (Jackson Laboratory, Bar Harbor, ME, stock #000664), and hepcidin-1 knockout (KO) mice on C57BL/6 J background^72^. Unless specified, mice received a standard diet (PicoLab Rodent Diet 20, 5053 Irradiated, 185 ppm iron). For purified diets, iron content was determined by ICP-MS (Veterinary Diagnostic Laboratory, Michigan State University).

To model maternal dietary iron overload, female WT mice were fed a purified high iron diet containing 2500–5000 ppm carbonyl iron (Envigo Teklad TD. 160249 and TD.08043) for 1–3 weeks prior to mating and for the duration of pregnancy. Non-pregnant controls were subjected to the same iron treatment and were age-matched to pregnant dams.

For maternal obesity studies, female WT and hepcidin KO mice were fed a Western diet containing 100-ppm ferric citrate (Envigo Teklad TD.180722) starting at 3 weeks of age. After 8 weeks, WT mice were fed a Western diet supplemented with 3700-ppm carbonyl iron (Envigo Teklad TD.180723) for 1 week prior to mating and throughout pregnancy. Dietary iron loaded dams were compared to WT mice (iron adequate, fed standard diet) and hepcidin knockout dams (genetic iron overload) maintained on Western diet. The Western diet contains 0.2% total cholesterol, saturated fat >60% of total fat (42% calories from fat), and high sucrose (43% calories from carbohydrate), and 15% calories from protein.

After the indicated treatments, placentas and embryos were dissected from the maternal uterus and embryos were euthanized by decapitation. Placentas and embryo tissues were snap-frozen, or whole embryos and placentas were formalin-fixed and stored until analysis. Depending on the analysis, 1–3 placenta and embryo samples were randomly selected from each litter, so that all litters were represented in the analysis. Since samples were randomly selected, in assays where both placental and fetal tissues were analyzed, samples were generally not matched. We did not include in the analyses those embryos that were collected outside the uterus as a result of preterm deliveries.

Embryo “adverse outcomes” were scored based on whether abnormalities were present but not based on severity of abnormality. The score of 0 was assigned to embryos with no abnormalities, and the score of 100 to embryos with any abnormalities, and then the litter average of adverse outcomes was determined. The term “embryo loss” includes embryo resorption or fatal hemorrhaging, but not embryo malformations. “Embryo malformations” includes anencephaly, anophthalmia, hernia, and cleft palate. During the harvesting of embryos, embryos with anophthalmia and/or anencephaly were scored as positive for encephalic malformations, and negative for cleft palate or hernia. Thus, embryos with both anophthalmia and anencephaly (which were sometimes observed together) received the same score as embryos with either condition alone.

### Maternal systemic inflammation model

To induce inflammation in early gestation, pregnant mice on E8.5 were weighed and received a single subcutaneous injection of 0.5 µg/g LPS (Escherichia coli serotype O55:B5, Sigma-Aldrich L2880) or equivalent volume of sterile solvent as a control. Mice were weighed daily after injection, and mice that lost pregnancy weight gain were euthanized from E11.5-E18.5 to confirm embryo loss (miscarriage or resorption of embryos).

To induce inflammation in late gestation, pregnant mice on E15.5 received a single subcutaneous injection of LPS, 100 µg pam3csk4 (InvivoGen tlrl-pms), 30 µg flagellin (Bacillus subtilis, InvivoGen tlrl-bsfla), or single intravenous injection of 10 µg/g polyinosinic:polycytidylic acid (high molecular weight, InvivoGen tlrl-pic) or 10 µg/g lipotechoic acid (Staph aureus, InvivoGen tlrl-pslta). Preterm birth was recorded as the delivery of at least one pup within 24 h of injection. At the indicated times, mice were euthanized by isoflurane overdose and tissues collected for analysis.

For TNFα neutralizing experiments, pregnant E14.5 hepcidin KO dams received a single intravenous injection via the retroorbital sinus of 500 μg rat antibody targeting mouse TNFα (BioXCell) or rat IgG1 isotype control antibody targeting trinitrophenol (TNP, BioXCell) prior to LPS injection on E15.5 for 24 h. Pregnant hepcidin knockout dams fed a Western diet received intravenous injections of 250 μg of anti-TNFα or anti-TNP on E5.5, E8.5.5, E12.5, and E15.5, and mice were euthanized on E18.5. The antibodies are listed in Supplementary Table 2.

For antioxidant experiments, pregnant hepcidin KO dams received subcutaneous injections of 100 µg/g (±)-α-Tocopherol phosphate disodium salt (Sigma T2020) 14 and 2 h prior to LPS injection on E15.5 for 24 h.

### Cytokine and chemokine analysis

Cytokine and chemokine analyses were performed by the UCLA Integrated Molecular Technologies Core using a multiplex bead immunoassay (Millipore Milliplex Cytokine/Chemokine 32-plex Kit on Luminex FlexMap3D). Levels of mouse cytokines interleukin (IL)-1α, IL-1β, IL-2, IL-3, IL-4, IL-5, IL-6, IL-7, IL-9, IL-10, IL-12 (p40), IL-12 (p70), IL-13, IL-15, IL-17, leukemia inhibitory factor (LIF), interferon (IFN)-γ, and tumor necrosis factor (TNF)-α; chemokines interferon-inducible protein (IP)-10, keratinocyte derived chemokine (KC), LPS-induced CXC chemokine (LIX), monocyte chemotactic protein (MCP)-1, and Eotaxin/CCL11; colony-stimulating factors (CSF) macrophage (M)-CSF, monocyte induced by gamma-interferon (MIG), macrophage inflammatory protein (MIP)-1α, MIP-1β, MIP-2, regulated on activation normal T cells expressed and secreted (RANTES), granulocyte (G), granulocyte macrophage (GM)-CSF, and vascular endothelial growth factor (VEGF), were quantified in maternal serum 6 and 24 h after E15.5 LPS injection. For embryo serum, a separate cohort of dams were treated on E17.5 for 6 h and embryo serum from each litter was pooled to generate sufficient volume for analysis. For Western diet mouse experiments, cytokines in maternal serum collected on E18.5 were determined by the multiplex ELISA, and TNFα in pooled embryo serum and amniotic fluid was determined by a separate ELISA (Biolegend 430901) following the manufacturer’s instructions.

### Histopathology and immunohistochemistry

Placentas and whole embryos were fixed in 10% neutral buffered formalin for 48 h at room temperature, rinsed once in distilled water, and stored in 70% ethanol until processing. The tissues were paraffin-embedded and sectioned at 4 µm thickness by the UCLA Translational Pathology Core Laboratory. Prior to staining, sections were heated for 45 min at 50 °C and deparaffinized through serial changes of xylenes and ethanol and rehydrated to distilled water.

For TUNEL staining, tissue sections were processed using ApopTag Plus Peroxidase in situ Apoptosis Detection Kit (EMD Millipore #S7101) following the manufacturer’s instructions.

For immunohistochemistry, antigen retrieval was performed by boiling in Tris-EDTA (10 mM Tris base 1 mM disodium EDTA dihydrate, pH 9.0) for 10 min. Sections were quenched with BLOXALL (Vector Laboratories SP-6000) for 10 min and washed with TBS containing 0.1% Tween-20. Blocking was performed using 2.5% normal horse serum in PBS. Sections were incubated with primary antibodies in blocking buffer at 4 °C overnight in a humidified chamber. Negative control sections were incubated with normal IgG from the same species and at the same concentrations as primary antibodies. The secondary reaction was performed using ImmPRESS IgG (Vector Laboratories) conjugated to horseradish peroxidase (HRP) or alkaline peroxidase (AP). HRP and AP were developed using DAB and vector red per the manufacturer’s instructions (Vector Laboratories). Sections were counterstained with Gill’s hematoxylin. Light microscopy images were captured by a digital camera (Spot Imaging). The antibodies are listed in Supplementary Table 2.

### Cell culture

Primary human umbilical vein endothelial cells (HUVECs) pooled from 10 donors were obtained from ATCC (ATCC PCS-100-013) and cultured in complete endothelial cell growth medium (Cell Applications #211-500) at 37 °C in a 5% CO_2_ 95% air atmosphere. For experiments, HUVECs were seeded at 1 × 10^5^/well on collagen-coated plates (Corning BioCoat). All experiments were performed from passages 3 to 5.

For iron loading experiments, HUVECs were plated in regular media or media supplemented with 100 μM ferric ammonium citrate (FAC) (MP biomedicals #158040), or cupric chloride (Sigma #C-6917), or zinc sulfate (Fisher #Z-58) for 24 h. For iron depletion studies, HUVECs were treated with 100 µM FAC with and without 100 µM deferoxamine (Sigma D9533) for 24 h. The optimal time of culture was based on preliminary concentration and time-dependence studies.

For inflammation studies, HUVECs were treated with solvent, 2 mg/ml LPS O55:B5, or 50 ng/mL recombinant human IL6 (R&D Systems #206-IL), IFNγ (PeproTech #300-02), IL1α (PeproTech #200-01 A), IL1β (PeproTech #200-01B), or TNFα (Biolegend #570102) for the indicated time points. The optimal time of culture with cytokines was based on preliminary concentration and time-dependence studies.

For TNFα neutralizing experiments, HUVECs were treated with 100 µM FAC and 1 µg human TNFα neutralizing antibody (listed in Supplementary Table 2) for 24 h and stimulated with 50 ng/ml IL-1α, IL-1β, or TNFα for 16 h.

### RNA-Sequencing

RNA-Sequencing was performed by the UCLA Technology Center for Genomics & Bioinformatics on endothelial cells isolated from mouse placentas. Briefly, 5 placentas/dam were pooled, and endothelial cells were isolated by magnetic separation using the MidiMACS system following the manufacturer’s instructions (Miltenyi #130-095-927, #130-097-418). Total RNA was extracted using a RNeasy Micro kit (Qiagen) following the manufacturer’s instructions. Expression data were analyzed by comparing cells from the following groups of mice: iron adequate (WT) and iron loaded (HKO) pregnant mice injected on E15.5 with solvent or 0.5 µg/g LPS for 6 h (*n* = 4 dams/group). Data were sequenced on Illumina HiSeq 3000 for a single-read 50 bp run, and depth of coverage was 2 lanes for >30 million reads/sample. Partek flow and Ingenuity Pathway Analysis (IPA) were used for bioinformatics methods and data analysis, respectively. The reads were mapped to the latest UCSC transcript set using STAR-2.6.1d. The Partek E/M was used to quantify reads to an annotation model. After obtaining gene counts, the counts were normalized by TPM. The Principal Component Analysis was applied to the transcript counts. 

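A principal component analysis of log2 CPM over the 19828 genes tested separated LPS from solvent dams. The first component held 39.9% of the variance and ran from -65.0 to -9.16 in the 8 solvent dams and from 12.2 to 74.4 in the 8 LPS dams (exact permutation test of treatment, p = 0.000155, the smallest p possible). It did not separate wild-type from hepcidin KO dams in this way (exact permutation test of genotype, p = 0.602). Within each treatment, component 1 also tended to follow the yolk sac markers. Among solvent dams it was lowest in wild-type dam 2 and highest in hepcidin KO dam 4, with marker means of 3.57 and 6.67 log2 CPM. Among LPS dams it was highest in hepcidin KO dam 2 (8.56). It was lowest in wild-type dam 3 (6.69), though wild-type dam 4 had the lowest markers (5.40). Its variance is therefore not that of treatment alone. Components 2 and 3 held 12.6% and 9.12% of the variance. Hepcidin KO and wild-type dams differed on component 4, which held 6.43% (exact permutation test of genotype, p = 0.00109, without adjustment for the 4 components examined).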

The differential gene expressions were examined using DESeq2 algorithm. 

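At an unadjusted p under 0.05 from edgeR, 1768 genes differed between hepcidin KO and wild-type dams after solvent, 900 higher and 868 lower, and 1016 after LPS, 408 higher and 608 lower. If no gene differed, 991 of the 19828 genes tested would be expected at this threshold. The observed shares were 8.92% after solvent and 5.12% after LPS. Genes vary together, so such counts differ widely between splits of the same libraries. After solvent, 6 of 35 splits, counting the real one, gave at least 1768 genes (median of the others 756.5, highest 5109). After LPS, 16 of 35 gave at least 1016 (median of the others 678, highest 2986), so chance cannot be excluded for either count. Among the genes under this threshold after solvent are *Cxcl10*, *Saa3* and *Blvrb*, and among those after LPS are *Tfrc* and *Mvk*. With DESeq2, 2108 genes after solvent and 1278 after LPS had an unadjusted p under 0.05. After LPS against solvent, 7677 genes had an unadjusted p under 0.05 in wild-type dams and 7800 in hepcidin KO dams.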

Canonical pathway analysis was performed by IPA using significantly differentially expressed genes (genes filtered by *P* < 0.05).

### Non-heme iron measurements

Serum was obtained from maternal and embryo blood by centrifugation at 2700 × *g* for 10 min. Serum iron concentration was measured by colorimetric spectrophotometry using an iron calibrator (Iron-SL, Sekisui Diagnostics 157-30)^73^, excluding hemolyzed samples. For maternal liver iron measurements, 75 μL of whole liver homogenate was weighed and incubated in 1125 μL protein precipitation solution (0.53 N HCl 5.3% trichloroacetic acid) at 100 °C for 1 h. For embryo tissue iron measurements, half of each placenta and liver were weighed and homogenized in 1200 μL protein precipitation solution prior to boiling. Samples were centrifuged at 17,000 × *g* for 10 min and the supernatant was analyzed by colorimetric spectrophotometry using an iron standard (1000-ppm iron in 3% HCl, Ricca Chemical Company).

### Serum endotoxin assay

Endotoxin in maternal and embryo serum was determined by a limulus amebocyte assay kit following the manufacturer’s instructions (BioWhittaker #50-648U).

### Serum progesterone assay

Progesterone in maternal serum was measured by ELISA according to the manufacturer’s instructions (Cayman Chemicals #582601).

### Lipid peroxidation assay

Lipid peroxidation was quantified in serum and embryonic tissues by colorimetric spectrophotometry using the Thiobarbituric Acid Reactive Substances (TCA Method) Assay Kit (Cayman Chemicals #700870) following the manufacturer’s instructions.

### Western blot analysis

Placenta pieces from pregnant mice treated with LPS or solvent on E15.5 were homogenized in RIPA lysis buffer with freshly added protease inhibitor cocktail (Santa Cruz #24948). For cell culture experiments, HUVECs were lysed in RIPA buffer by mechanical disruption. Tissue and cell lysates were centrifuged at 17,000 × *g* for 15 min at 4 °C and protein concentration was measured by the bicinchoninic acid assay using bovine serum albumin as a standard. Proteins from placentas (30 μg/lane) and HUVECs (20 μg/lane) were separated by SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked for 1 h in 5% w/v dried nonfat milk or bovine serum albumin in TBS with 0.1% Tween-20 and incubated with primary antibodies in blocking buffer overnight at 4 °C The secondary reaction was performed using HRP-conjugated anti-rabbit IgG diluted in blocking buffer. Protein blots were visualized by chemiluminescence using the ChemiDoc XRS+ imaging system and quantified using Image Lab software (Bio-RAD). The antibodies, dilutions, and catalog numbers are listed in Supplementary Table 2.

### Gene expression quantification by RT-PCR

Frozen mouse tissues or cell cultures were homogenized in TRIzol Reagent (Life Technologies) and total RNA was isolated by chloroform extraction. One μg (mouse tissues) or 500 ng (cell cultures) of RNA was reverse transcribed using the iScript cDNA Synthesis Kit (Bio-RAD). Quantitative real-time PCR was performed on cDNA using SsoAdvanced SYBR Green Supermix (Bio-RAD) on the CFX Real-Time PCR Detection System (Bio-RAD). Samples were measured in duplicate and target genes were normalized to *Rpl4 or Hprt*. Data are expressed as 2^−∆∆Ct^. The primers are listed in Supplementary Table 3.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9. Data are presented as individual values representing the mean ± SEM. Statistical differences between groups were determined by one-way ANOVA followed by Holm-Sidak for multiple comparisons for normally distributed values, one-way ANOVA on ranks followed by Dunn’s method for multiple comparisons of non-normally distributed values, two-tailed student’s *t*-test for normally distributed values, Mann–Whitney *U* test for non-normally distributed values, or Fisher’s exact test. Shapiro-Wilk test was used to test normality. Statistical test, number of animals in each group, experimental replicates, and *P*-value are indicated in each figure panel or legend. A *P*-value of <0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All data are included in this published article and its Supplementary Information files. The RNA-Seq data that support the findings of this study have been deposited in the NCBI Gene Expression Omnibus^74^ and are accessible through the GEO Series accession number GSE153528. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

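RNA-seq was made from the CD31-bound cells of mouse placentas in 16 libraries, each from 5 pooled placentas of 1 dam, with 4 dams in each of 4 groups: wild-type or hepcidin KO dams, each given solvent or LPS (0.5 µg/g, 6 h, E15.5). The authors mapped 50-base single reads to mm10 with STAR, assigned them to genes with Partek E/M and deposited expected counts per gene, which were rounded to whole numbers here. The authors also deposited normalized values, described in the paper as TPM. Tested on the files, these equal the expected count divided by the span of the gene on the genome, with 1 factor per library that makes each library sum to 194117 (largest deviation 0.00471 on the log2 scale over 15221 genes), so they do not follow the usual definition of TPM. They were used only in an alternative. The files hold 28601 genes, and 25 symbols had been turned into dates, of which 24 were restored from their positions. Of the genes, 28505 match GENCODE M21 in chromosome, start and strand, and 28080 also in symbol and end once 1 is subtracted from the end.

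Genes were filtered with filterByExpr, which kept 19828, and tested with edgeR 4.0.16 (R 4.3.3; TMM normalization, quasi-likelihood F test with robust estimation), with 1 mean for each of 4 groups and 1 estimate of the spread from 16 libraries. TMM factors ran from 0.895 to 1.09, and the common dispersion was 0.0459. The comparisons made were hepcidin KO against wild-type after solvent and after LPS, LPS against solvent in each genotype, and the difference between these responses. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Values of CPM use the TMM library sizes, and log2 CPM a prior count of 2. The 47 gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and beside it with the estimated correlation and with fry. Single values were compared with exact permutation tests. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

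The rule for named genes took, per comparison, up to 10 called genes with the largest rise and 10 with the largest fall among those with a mean log2 CPM of at least 1 and groups that do not overlap, without predicted genes. It also took each gene the paper names, up to 4 genes with the smallest p from each list, and the 10 genes with the smallest p of the interaction. Of the calculations, the edgeR test and camera at the preset correlation were first run on simulated data. For hepcidin KO against wild-type after solvent, simulated on 19460 genes that varied independently, there were 134 calls, of which 7 were false. The smallest library held 31819179 counts. Whether depth or the spread between dams limits the calls was not tested.

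The alternatives were size factors from DESeq2's method, no filter or a filter of 10 counts in every library, the replicate number as a block, covariates for leukocyte markers and placental sex, DESeq2 1.42.0, limma on the log2 normalized values plus 1 or 0.1, only the 8 libraries of a comparison, *Tfrc* as a ratio to *Rpl4*, and leaving out each library in turn. Covariates for the mitochondrial share and for yolk sac markers, leaving out 2 or 4 libraries together, and leaving out genes near *Hamp* were added after the values were seen. Left out were the pathway software's own gene sets, which are not in the files, and the unbound cells, which were not sequenced.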

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

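The following tests were chosen only after the result was seen: the count of genes near *Hamp*, the random splits of that count, both tests of the B cell markers, the mitochondrial covariate and leaving out 2 or 4 libraries.

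Between hepcidin KO and wild-type dams, 10 of the 12 genes past the threshold lie within 15 Mb of *Hamp*, and the paper does not report them. Reads shared between paralogs are argued against as the whole source, since 5 of the 10 have at least 90% of their 50-base stretches to themselves. Among neighbours below the threshold, an unadjusted p under 0.05 was more frequent than elsewhere (odds ratio 2.73, Fisher's exact test across genes, p = 2.36e-14), which is consistent with a strain variant linked to the targeted allele. Effects of hepcidin loss on this region stay open, since no cross separates the allele from its neighbours, as does the share of fetal cells in the difference, since the paper does not give the sires' genotype. Of 35 splits of the 8 solvent libraries, 1 gave as many such genes, the real one with 10 (highest other 0), but 32 of the 34 others called no gene with edgeR and so could not have any near *Hamp*, so this count says nothing about chance, while the 5 genes called after LPS, in other dams, are all among the 10 with the same sign.

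Inflammatory gene lists were higher in hepcidin KO dams after solvent, 6 of 8 lists of the themes of Fig. 4d by camera at the preset correlation, and 0 with an estimated correlation or fry. The mitochondrial share of counts is 1 measure of cell or RNA quality. With it as a covariate, 6 of these 6 lists were still called higher by camera at the preset correlation (adjusted p 4.64e-06 to 0.0197). This does not decide on that cause, since the same test called a median of 18 of the 47 lists in the other splits of the solvent libraries. The share also went along with genotype: solvent hepcidin KO dams 3, 4 and 2 are among the 4 libraries of largest share. A fit without these 4 libraries leaves 1 solvent hepcidin KO library and does not decide either. With macrophage and neutrophil markers as a covariate 0 of 6 were called, and without the libraries richest in these markers in their groups (solvent hepcidin KO dam 3 and LPS wild-type dam 4) 3 were, which is consistent with more RNA from macrophages and neutrophils in the bound fraction. Inflammatory genes that leukocytes and endothelial cells share stay open, since a covariate made of leukocyte markers also takes away changes that go along with them, and so does a response of the cells to dissociation, since immediate early genes were also called higher (adjusted p = 0.0217, not with an estimated correlation) and still were with the mitochondrial covariate (adjusted p = 0.000127). In 2 of 35 splits at least as many of the 47 lists passed as in the real one. The count was 26 in the real split, 26 in the highest other and 18 in the median of the others, so chance cannot be excluded.

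LPS changed 5053 genes in wild-type and 4825 in hepcidin KO dams, a comparison the paper does not report, and among them B cell markers fell. Dilution of the bound cells by RNA of another type is argued against, since the medians of the endothelial and B cell lists lay at least 1.98 apart on the log2 scale in each genotype. Fewer B cells in the bound fraction may explain the fall, since 11 of 12 B cell markers were lower in each genotype, and lower expression within B cells stays open. Of 35 splits, only the real one gave as many changed genes in each genotype. The highest other split gave 5 in wild-type and 1 in hepcidin KO dams. That is the smallest share that 35 splits can give. The other splits mix solvent and LPS dams in each group, which widens the spread and leaves few calls, so these counts alone do not exclude chance.

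The response to LPS differed between the genotypes in 9 lists by camera: B cells (adjusted p = 4.9e-12), mitochondrially encoded genes (adjusted p = 7.85e-10), cytosolic ribosomal proteins (adjusted p = 6.77e-10), interferon-stimulated genes (adjusted p = 1.04e-05), collagens (adjusted p = 2.14e-05), erythroid cells (adjusted p = 0.000398), pericytes, smooth muscle and fibroblasts (adjusted p = 0.0013), cell cycle (adjusted p = 0.00175) and junctional zone (adjusted p = 0.0145). None passed with an estimated correlation or with fry. Of 100 random regroupings, 95 gave at least 9 lists, and the highest other gave 25, so chance cannot be excluded. Without 1 library the count was 15 (solvent hepcidin KO dam 2), 22 (solvent hepcidin KO dam 4), 19 (LPS wild-type dam 2) or 18 (LPS hepcidin KO dam 3).

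In 5 of 152 groups of 4 libraries, 1 library lay far from the other 3, where chance gives about 8. These were T and NK cell markers in solvent hepcidin KO dam 1 (lowest, mean log2 CPM 2.37), *Nfe2l2* in solvent hepcidin KO dam 1 (highest, log2 CPM 6.79), sex-linked genes in LPS wild-type dam 2 (lowest, -1.11), *Tfrc* in LPS wild-type dam 4 (lowest, log2 CPM 3.64) and *Cxcl2* in LPS hepcidin KO dam 2 (lowest, log2 CPM 5.34).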

How the results depend on the processing

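Covariates for the mitochondrial share and yolk sac markers, and leaving out 2 libraries, 4 libraries or the genes near *Hamp*, were chosen after the result was seen. Over the 5 comparisons, 235 of 235 list results kept direction and side of the threshold with DESeq2's size factors, 214 with the mitochondrial covariate, 200 with the yolk sac covariate, 198 with the leukocyte covariate, 206 without 2 libraries, 178 without 4 libraries, 230 without genes near *Hamp*, 142 with an estimated correlation and 168 with fry, and 136 under every test without 1 library. Of 120 results of named genes, 119 were the same with DESeq2's size factors, 116 without a filter, 115 with the yolk sac, 113 with the sex, 110 with the mitochondrial and 107 with the leukocyte covariate, 114 with DESeq2, 106 and 110 with limma plus 1 and 0.1, 108 without 2 libraries, 90 without 4 and 103 under every test without 1 library. Of fewer results, 100 of 112 were the same with only the 8 libraries, 106 of 107 with 10 counts in every library and 98 of 100 without genes near *Hamp*, and none reversed. The cause was not tested for any change below.

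The genes called between hepcidin KO and wild-type dams after solvent numbered 5 with 10 counts in every library, 4 with the leukocyte covariate, 5 with the mitochondrial covariate, 81 with DESeq2, 19 with limma on values plus 1, 6 with only the 8 libraries, 5 without solvent hepcidin KO dam 3 and LPS wild-type dam 4, 0 with edgeR without the 4 libraries of largest mitochondrial share (957 at an unadjusted p under 0.05) and 0 with edgeR without genes near *Hamp* (1665 at an unadjusted p under 0.05). After LPS they numbered 2 without a filter, 1 with 10 counts in every library, 1 with the leukocyte, 2 with the sex and 3 with the mitochondrial covariate, 28 with DESeq2, 0 with limma plus 1, 1 with limma plus 0.1, 0 with only the 8 libraries, 2 without the 2 libraries, 0 without the 4 libraries and 0 without genes near *Hamp*. Changes after LPS in wild-type dams numbered 3015 with the yolk sac covariate and 2953 and 2868 with limma plus 1 and 0.1, and in hepcidin KO dams 210, 2698 and 2922, with 2601 without the 2 libraries and 9 without the 4. DESeq2 called 4 genes of the interaction. Leaving out the 4 libraries leaves 1 solvent hepcidin KO library, which is assumed to vary like the other groups.

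Without 1 library the counts of genes ran from 5 to 14 after solvent, 0 to 6 after LPS, 3565 to 5107 for the response of wild-type dams, 2012 to 5265 for that of hepcidin KO dams and 0 to 0 for the interaction, all with edgeR. The counts of lists ran from 18 to 28, 5 to 20, 18 to 24, 20 to 29 and 8 to 22 in the same order. *Tfrc* ran from -0.38 to -0.20 over both treatments, and was -0.38 without the 2 libraries.

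With an estimated correlation the lists called were 0, 0, 1, 1 and 0 in the same order, and with fry 0, 0, 14, 16 and 0. After solvent, 15 lists were called with the leukocyte covariate and 12 without the 4 libraries, which called 18 of the interaction.

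With the replicate block the genes called after LPS between genotypes were 0 with edgeR (874 at an unadjusted p under 0.05), 2 of 235 list results lost their call, and 113 of 120 gene results were the same. The numbers do not pair the libraries: 6 of 24 pairs with the same number had correlated deviations over 0.1 (-0.305 to 0.286), and 2 of 16 libraries correlated best with their own number.

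The direction of lists reversed as follows (medians given). Without the 4 libraries, after solvent: antioxidant enzymes -0.015, ATF4 targets -0.14, VEGF 0.017, cell cycle -0.10, cholesterol synthesis -0.14, endothelial cells 0.0077, erythroid cells 0.14 (reversed in the test's direction and not in the median), decidua -0.12 and mitochondrially encoded genes -0.13. In the response of hepcidin KO dams they were interferon-stimulated genes -0.37, platelets 0.054 and mitochondrially encoded genes 0.55, and in the interaction endothelial cells -0.17 and mitochondrially encoded genes 0.38. With the leukocyte covariate after solvent: NADPH oxidase 0.031, TREM1 -0.22, NF-κB targets -0.058, cytokines -0.0108, inflammasome -0.035 and neutrophils 0.052, where NADPH oxidase and neutrophils reversed in the test's direction and not in the median. After LPS these were macrophages -0.067 and neutrophils -0.055, in the response of wild-type dams TREM1 -0.0634 and macrophages -0.44, and in that of hepcidin KO dams macrophages -0.49 (reversed in the test's direction only). With the yolk sac covariate the yolk sac list had -0.027 after solvent, -0.017 after LPS, -0.026 in the response of wild-type dams and -0.00478 in that of hepcidin KO dams, and TREM1 0.23 after LPS. Without the 2 libraries, neutrophils had 0.36 in the interaction. Of these, the following passed in the reversed direction (limma): TREM1 after solvent with the leukocyte covariate (adjusted p = 0.00509) and after LPS with the yolk sac covariate (adjusted p = 0.0443), macrophages in the responses of wild-type (adjusted p = 0.0153) and hepcidin KO dams (adjusted p = 0.00118), neutrophils in the interaction (adjusted p = 0.00357) and, without the 4 libraries, interferon-stimulated genes (adjusted p = 8.19e-07) and mitochondrially encoded genes (adjusted p = 1.4e-05) in the response of hepcidin KO dams and endothelial cells (adjusted p = 0.00474) and mitochondrially encoded genes (adjusted p = 0.0174) in the interaction. The effect of depth on genes near 1 CPM was not tested.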

Differences from the paper's values

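The values of the paper that were compared are the log2 ratio of *Tfrc* and the lower bound of reads per library. With edgeR and no covariate neither differed by the limits set. For *Tfrc* the limit was an opposite direction or a gap wider than the spread between dams, at least 0.494 on the log2 scale. So wide a limit cannot show that the values match. With the leukocyte covariate, set before the data were examined, the log2 ratio of *Tfrc* differed by this limit, at 0.0075 against -0.51 from the RT-qPCR values of Fig. 4c. Those are of 8 dams per genotype. Their treatment, and whether they are the sequenced dams, is not said. The paper states that *Tfrc* is lower in CD31-bound cells of hepcidin KO dams, and in the libraries its difference over both treatments did not pass the test (log2 fold change -0.27, unadjusted p = 0.174 from edgeR, exact permutation test p = 0.314). After LPS the difference was larger (log2 fold change -0.71, unadjusted p = 0.0165 from edgeR, exact permutation test p = 0.0857) and did not pass over all genes (adjusted p = 0.926). Without a covariate its direction over both treatments is the paper's, and it passed at an unadjusted p under 0.05 from edgeR without LPS wild-type dam 4 (log2 fold change -0.38, unadjusted p = 0.0195) or without that library and solvent hepcidin KO dam 3, a choice made after the values were seen (unadjusted p = 0.0309).

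The paper's directions are z-scores of pathway software for genes filtered at P < 0.05, while camera compares all tested genes of a hand-written list with other genes. A list that does not pass is therefore not a repeat of the paper's test. The paper places TREM1 and p38 MAPK signaling higher in hepcidin KO dams after solvent. Neither list passed (adjusted p = 0.252 and 0.157 from camera in limma). TREM1 was called higher without solvent hepcidin KO dam 4 (adjusted p = 0.014 in limma) and with the yolk sac covariate, chosen after the values were seen (adjusted p = 0.0495 in limma), and lower with the leukocyte covariate (adjusted p = 0.00509 in limma), and no setting called p38. It also places pyrimidine synthesis and the breakdown of nicotine and melatonin higher, and the lists of pyrimidine (21 of 33 genes positive, adjusted p = 0.33) and xenobiotic metabolism (14 of 32 positive, median -0.02, adjusted p = 0.882 in limma) did not pass under any setting. The lists of Toll-like receptors, pattern recognition, acute phase, NF-κB and NADPH oxidase were higher and ribosomal proteins lower, in the paper's directions, by camera at the preset correlation. With an estimated correlation 0 of the 47 lists passed, and with the leukocyte covariate the higher lists had adjusted p values of 0.148 to 0.869 (limma).

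After LPS the paper places HMGB1 signaling and nitric oxide and reactive oxygen species higher, and NF-κB and VEGF signaling lower, in hepcidin KO dams, again by z-scores. HMGB1 had a median of -0.06 (adjusted p = 0.604 from camera in limma), and the leukocyte covariate called it lower (adjusted p = 0.0299 in limma). NADPH oxidase and nitric oxide synthesis had a median of -0.04 (adjusted p = 0.999 in limma) with no setting that called it, and the z-score of the paper's pathway in its source data lies below the limit in its legend. NF-κB targets did not pass and were called higher without LPS wild-type dam 3 (adjusted p = 0.00878 in limma). VEGF signaling had a median of -0.07 (adjusted p = 0.233 in limma) and was called lower without LPS wild-type dam 1 (adjusted p = 0.0295 in limma) and, chosen after the values were seen, without the 4 libraries of largest mitochondrial share (adjusted p = 0.0185 in limma). The NRF2 list was higher, in the paper's direction, by camera at the preset correlation, and did not pass with an estimated correlation (adjusted p = 0.803 in limma). It did not pass either without LPS wild-type dam 2 (adjusted p = 0.228), LPS wild-type dam 4 (adjusted p = 0.0986) or LPS hepcidin KO dam 1 (adjusted p = 0.0547 in limma). EIF2 signaling, for which the list of ribosomal proteins stands, is also placed lower by the paper, and that list was not called after LPS by camera at the preset correlation. For the prothrombin pathway, which the paper places higher, the coagulation list was called higher by camera (20 of 31 genes positive, median 0.13, adjusted p = 0.00899; adjusted p = 0.803 with an estimated correlation, limma), but not without LPS wild-type dam 2 (adjusted p = 0.186) or 4 (adjusted p = 0.0986 in limma) nor, chosen after the values were seen, with the yolk sac covariate (adjusted p = 0.331) or without solvent hepcidin KO dam 3 and LPS wild-type dam 4 together (adjusted p = 0.0799 in limma).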

Other observations

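Beyond inflammation, genes of the response to low oxygen lay higher and nuclear genes of oxidative phosphorylation lower after LPS. *Pfkfb3*, which drives glycolysis, rose by a log2 fold change of 2.17 in wild-type (standard error 0.23, n = 4 dams per group, adjusted p = 4.08e-05 from edgeR) and 2.21 in hepcidin KO dams (standard error 0.23, adjusted p = 9.97e-05 from edgeR). Of 33 hypoxia genes, 18 were higher in wild-type (23 when adjusted over the list alone) and 15 in hepcidin KO dams (18 when adjusted over the list alone), with camera adjusted p = 9.67e-11 and 4.09e-09 (adjusted p = 0.0845 and 0.153 with an estimated correlation, limma). Of 62 nuclear genes of oxidative phosphorylation, 43 were lower in wild-type (48 when adjusted over the list alone) and 36 in hepcidin KO dams (43 when adjusted over the list alone), with medians of -0.35 and -0.27 (camera adjusted p = 3.42e-14 and 5.3e-11; adjusted p = 0.344 and 0.451 with an estimated correlation, limma). Mitochondrially encoded genes went the other way in wild-type dams (3 of 13 higher, also when adjusted over the list alone; camera adjusted p = 0.0198; adjusted p = 0.832 with an estimated correlation, limma), a call lost without solvent wild-type dam 3 (adjusted p = 0.0518) or LPS wild-type dam 1 (adjusted p = 0.166), with the yolk sac covariate (adjusted p = 0.0994) or without the 4 libraries (adjusted p = 0.0768). They did not pass in hepcidin KO dams (camera adjusted p = 0.172), and passed as lower without solvent hepcidin KO dam 1 (adjusted p = 0.00124) or with the yolk sac covariate (adjusted p = 0.0155), and as higher without the 4 libraries of largest mitochondrial share (median 0.55, adjusted p = 1.4e-05, limma).

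B cell transcripts fell. *Cd19*, a B cell co-receptor, fell from 22.1 to 3.11 CPM in wild-type (log2 fold change -2.83, standard error 0.18, adjusted p = 2.4e-07 from edgeR) and from 17.1 to 4.16 CPM in hepcidin KO dams (-2.04, standard error 0.17, adjusted p = 1.32e-05 from edgeR; n = 4 dams each). *Fcer2a*, an IgE receptor of B cells, fell by 3.96 and 3.57 on the log2 scale (standard error 0.23 each, adjusted p = 2.02e-07 and 1.33e-06 from edgeR). The B cell list was called in both genotypes with the estimated correlation too (adjusted p = 0.00451 and 0.028, limma). Yolk sac markers lay higher, with 5 of 19 genes higher in wild-type (14 when adjusted over the list alone; camera adjusted p = 0.000213) and 12 in hepcidin KO dams (18 when adjusted over the list alone; camera adjusted p = 1.81e-07), and not with an estimated correlation (adjusted p = 0.719 and 0.492, limma). By dam, their mean log2 CPM had an exact permutation test p = 0.143 in wild-type and p = 0.0286 in hepcidin KO dams (4 against 4).

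Counts from other splits were compared with the real ones, and the splits of the count near *Hamp* were chosen after the result was seen. After solvent, 2 of 35 splits gave at least 12 genes (highest other 16), and 6 of 35 at least 1768 genes at an unadjusted p under 0.05 (highest other 5109), so chance cannot be excluded. After LPS, 2 of 35 gave at least 5 genes (highest other 606) and 16 of 35 at least 1016 at an unadjusted p under 0.05 (highest other 2986). For lists, 26 of 35 gave at least 13 (highest other 26, median of the others 16). Chance cannot be excluded for any of these counts. For genes near *Hamp* 2 of 35 gave at least 5 (highest other 14), a count that follows how many genes are called: it was 14 of 606 in that split and 5 of 5 in the real one, and these 5 also passed with the same sign in the solvent dams, which are other dams, so the count does not decide on chance. The split with 606 genes points to a structure of the samples: it sets LPS wild-type dam 1 and LPS hepcidin KO dams 1, 2 and 4 apart, which have the highest yolk sac markers of the LPS libraries (mean log2 CPM 7.52 to 8.56, against 5.40 to 7.04 in the other 4). For the response to LPS, 1 of 35 splits, the real one, gave at least 7677 genes at an unadjusted p under 0.05 in wild-type dams (highest other 4640). In hepcidin KO dams 1 of 35, again the real one, gave at least 7800 (highest other 5747). That is the smallest share possible, and the other splits mix solvent and LPS dams in each group, so these counts alone do not exclude chance. For lists chance cannot be excluded either, with 10 of 35 giving at least 22 in wild-type (highest other 27) and 4 of 35 at least 25 in hepcidin KO dams (highest other 30). For the interaction, 20 of 100 regroupings gave at least 1233 genes at an unadjusted p under 0.05 (highest other 4702), so chance cannot be excluded. For its called genes the comparison says nothing, since edgeR called 0 (DESeq2 4) and each of the 100 regroupings must reach 0 (highest other 1).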
